# Transcriptomic profiles of susceptibility and resilience to stress in the amygdala and hippocampus of male rats

**DOI:** 10.1016/j.ynstr.2025.100754

**Published:** 2025-08-26

**Authors:** Kimberly L.P. Long, Sandra E. Muroy, Siamak K. Sorooshyari, Mee Jung Ko, Yanabah Jaques, Kishant Mohan, Peter Sudmant, Daniela Kaufer

**Keywords:** Stress, Hippocampus, Amygdala, RNA sequencing, Anxiety

## Abstract

Traumatic experiences elicit a wide range of cognitive responses in both humans and animals, leading to diverse outcomes such as enhanced performance, cognitive impairment, or the development of mood and anxiety disorders like posttraumatic stress disorder (PTSD). A key challenge in understanding these varied responses is to decipher the underlying biological mechanisms that contribute to individual variability in trauma resilience or susceptibility. The purpose of this study was to elucidate the molecular bases for these differences, focusing on the amygdala and hippocampus—brain regions integral to stress responses. We exposed adult, male rats to an acute, severe stressor and profiled persistent anxiety-like behavior outcomes 7 days later. We investigated the transcriptional signatures in the basolateral amygdala and hippocampal dentate gyrus via bulk RNA sequencing from animals with behavioral outcomes indicative of stress resilience or vulnerability. Our results suggest that the basolateral amygdala and dentate gyrus display distinct transcriptomic changes following acute, severe stress. Furthermore, we identified specific region-dependent genes related to insulin signaling, neural plasticity, and stress responses that correlate with resilient and vulnerable phenotypes. Notably, a larger number of genes separated stress-resilient animals from both control and stress-susceptible animals, underscoring that an active molecular response, particularly in the hippocampus, facilitates protection from the long-term consequences of severe stress. These findings provide novel insight into the mechanisms that engender individual variability in the behavioral responses to stress and offer new targets for the advancement of therapies for stress-induced neuropsychiatric disorders.

## Highlights

• Amygdala/hippocampus display distinct transcriptomic signatures after severe stress.
• Region-specific genes link insulin signaling, plasticity to susceptibility/resilience.
• Resilience is associated with active transcriptional responses in the hippocampus.
• Genomics offer insights into mechanisms driving individual variability after stress.

## 1 Introduction

Traumatic experiences bring about diverse responses in humans and animals, ranging along a continuous spectrum from enhanced to severely impaired cognitive function (Yehuda and LeDoux, 2007; Richter-Levin and Sandi, 2021). In particular, a subset of individuals who experience trauma fail to recover from the acute effects of stress and develop long-lasting mood and anxiety disorders, such as posttraumatic stress disorder (PTSD) (Kessler, 1995). Understanding the biological basis of individual variability driving the ability or failure to recover from trauma may aid in the development of new treatments to promote resilience; however, the neural and molecular mechanisms that bring about the various behavioral responses to trauma remain largely unknown.

Molecular changes to limbic structures are key to the physiological, affective, and behavioral responses to stress (Roozendaal et al., 2009; McEwen, 1999). Stress immediately alters gene expression in both the amygdala and hippocampus (von Ziegler et al., 2022; Lori et al., 2019; Gray et al., 2014). These transcriptional changes can be long-lasting, particularly following chronic or traumatic stress (Gray et al., 2014; Sillivan et al., 2019; Shen et al., 2019; Ponomarev et al., 2010). Molecular responses, in turn, can drive changes to the structure of cells and circuits. For example, both acute and chronic stressors alter the landscapes of the amygdala and hippocampus in a region-specific manner via the restructuring of dendritic spines and the growth or shrinkage of neurites (McEwen, 1999; McEwen et al., 2016; Vyas et al., 2002; Mitra et al., 2005; Chen et al., 2008; Galea et al., 1997).

Ultimately, persistent changes to molecular programs after stress may alter the structure and function of limbic circuitry and contribute to anxiety-like behavior (McEwen et al., 2016; Vyas et al., 2002; Mitra et al., 2005; Fa et al., 2014; Datson et al., 2013; Kirby et al., 2013). Hence, individual variability in molecular responses to stress may be a driver or a correlate of an individual's susceptibility or resilience to mood and anxiety disorders after trauma (Shen et al., 2019; Sillivan et al., 2017; Nasca et al., 2019; Daskalakis et al., 2014). However, few studies have investigated the delayed molecular correlates of individual variability in behavioral outcomes following acute, severe stress, and the mechanisms and specific genes underlying individual behavioral responses to trauma remain poorly defined. Our previous work found that patterns of oligodendrocyte and myelin density in the hippocampal dentate gyrus and basolateral amygdala correlate with and contribute to resilience and susceptibility to anxiety-like behavior in a rat model of acute trauma (Long et al., 2021). Here, we hypothesized that transcriptional signatures in these regions correlate with divergent behavioral outcomes after an acute stressor. Using a single, severe stressor and behavioral profiling in male rats, we identified region-specific gene expression patterns—particularly related to insulin signaling, plasticity, and stress—that distinguish resilient and vulnerable animals, highlighting potential molecular targets for regulating trauma outcomes.

## 2 Materials and methods

### 2.1 Study design

The aim of this study was to determine amygdala and hippocampal transcriptomic profiles of resilience and susceptibility to trauma. Male rats were exposed to an acute, severe stressor, and outcomes were assessed using physiological (serum corticosterone), behavioral (avoidance and startle assays), and transcriptional (RNA sequencing) measures. The experimental designs and outcome measures were chosen prior to initiating each experiment. For all experiments, animals were randomly assigned to experimental groups. Investigators were blind to stress conditions during behavioral assays and data quantification. The criteria for animal exclusion were experimental error and poor RNA quality (detailed below). Sample sizes and statistics for each experiment are provided in figure legends.

### 2.2 Animals

All animal care and procedures were approved by the UC Berkeley Institutional Animal Care and Use Committee. A total of 40 adult (post-natal day 65) male Sprague Dawley rats were purchased from Charles River and pair-housed on a 12:12 light-dark cycle (lights on at 0700 h) in our facility at the University of California, Berkeley. Only male rats were used in this experiment due to previous findings from our lab that female Sprague Dawley rats exposed to this stress paradigm do not develop the spectrum of low to high avoidance and startle behavior seen in males (unpublished data). Rats had *ad libitum* access to food and water and were given one week to acclimate to the facility before testing began. All rats underwent gentle handling (being picked up and held for about 2 min) for 5 days prior to stress.

### 2.3 Stress

To study acute, severe trauma exposure, we coupled a single exposure to predator scent (fox urine) with 3 h of immobilization. Rats were randomly assigned to undergo stress or remain in the home cage. Rats were run in pairs in cohorts of 10 animals each, with numbers of control and stress animals counterbalanced between cohorts. In the stress group (n = 20), rats underwent acute immobilization stress with exposure to predator scent. Rats were restrained in Decapicone bags (Braintree Scientific, Braintree, MA), and cage mates were placed side-by-side in an empty holding cage inside a fume hood from 0900 to 1200 h. A cotton ball infused with 1 mL of fox urine (Trap Shack Co. Red Fox Urine, amazon.com) was placed in the center of the holding cage, and a lid was placed on the cage. Blood sampling occurred throughout stress (detailed below). After cessation of stress, animals were released into a clean cage to allow for self-grooming. After 1 h, rats were returned to a clean home cage. Rats in the control group (n = 20) received a cage change at the same time of day. To prevent transfer of stress and fox odors to control animals in the colony room, stress-exposed animals were housed in a separate room for 2 nights after stress before being returned to the main colony. It should be noted that housing the stress-exposed animals separately for two days after stress may have added some additional environmental stress. However, we felt that the tradeoff of temporarily housing the animals separately was lesser than that of permanently treating the control and stress groups differently by always housing them in separate rooms.

### 2.4 Weights

Animals were weighed on days −3 (handling), 0, +1, +2, +3, +7 (after behavior profiling day 1), +8 (after behavior profiling day 2), and +9 (day of sacrifice) relative to stress. One cohort of animals was mistakenly not weighed on the day of and day after stress; hence, these values are absent from plots of weight loss. Percent weight loss after stress was calculated as 100∗(weight_Day +1_ - weight_Day 0_)/weight_Day 0_.

### 2.5 Serum corticosterone sampling

To quantify hormonal stress responses, tail vein blood was collected from each rat for corticosterone sampling at 0 min, 30 min, and 3 h into acute immobilization stress. Blood samples were centrifuged at 9391 g for 20 min at 4 °C, and serum was extracted and stored at −80 °C. Samples from the 30-min and 3-h time points were assayed using a Corticosterone EIA kit (Arbor Assays, Ann Arbor, MI).

### 2.6 Behavioral battery

Animals underwent a behavioral battery 7 days after stress exposure to characterize the extent of persistent behavioral changes. This design was modeled from previous studies in rats to identify animals with persistent changes to fear, startle, and anxiety-like behavior after severe stress (Daskalakis et al., 2014; Cohen and Zohar, 2004; Cohen et al., 2004, 2006). The 7 day time period was originally chosen to model human post-traumatic stress disorder, which is characterized by changes to mood and anxiety behavior that persist for at least one month. All behaviors were conducted between 0800 and 1400 h. Prior to all tests, animals were brought to the testing space and allowed at least 30 min to acclimate. One day prior to stress, all animals went through a 5 min baseline open field test (OFT) under dim lighting (15 lux). Seven days after acute immobilization stress, all rats were individually profiled for anxiety-like behaviors using 6 different behavioral tests: OFT in a brightly lit environment (OFT Light), OFT in a dimly lit environment (OFT Dim), light/dark box (LD), elevated plus maze (EPM) under bright white light, EPM under dim red light, and acoustic startle response (ASR). These behavior assays were chosen to reflect and model human behavioral diagnostic clusters for PTSD, which include avoidance (OFT, EPM, LD) and hyperarousal or non-habituation to acoustic stimuli (ASR)(Cohen and Zohar, 2004). Low light versions of the OFT and EPM were utilized as low anxiogenic versions of their full light counterparts, allowing for further characterization of exploratory and anxiety-like behavior. The behavioral battery spanned two days with the following sequence: Day 1 – OFT Light, EPM Light, ASR; Day 2 – OFT Dim, LD, EPM Dim. The order of assays was not randomized and was consistent across all animals. While this battery may risk test-induced reactivation of stress responses, our approach is specifically designed to identify robust, trait-like anxiety rather than a transient state response to a single test. The idea is that a truly anxious phenotype will manifest as consistent avoidance behavior across a variety of novel, mildly anxiogenic contexts. Importantly, in assays of approach-avoidance conflict and anxiety-like behavior, such as the elevated plus maze, the novelty of the context is a critical driver of approach-avoidance conflict. For this reason, repeating a single assay is known to influence subsequent behavior and is not a viable strategy. Our use of a battery of different tests allowed us to characterize anxiety-like behavior more accurately while maintaining novelty for each distinct assessment. After placing an animal into an arena, the experimenter exited the room. Animals were given 10 min of rest in the home cage in between each test. One control animal was excluded from subsequent analyses due to experimental error during behavior, in which the animal was not given time to habituate to the room prior to behavior testing.

### 2.7 Open field test (OFT)

Each rat was placed in an unenclosed plastic box (50 l x 50 w x 58 h in cm) and was given 10 min to freely explore the arena. All animals were placed along a wall at the beginning of the test. Behavior was recorded with cameras positioned above the arena and connected to GeoVision software (GeoVision Inc., Taiwan). Behavior was scored as latency to, frequency, and total amount of time spent in the center of the box (designated by a 25 × 25 cm square), as well as total distance traveled in the arena and in the center using EthoVision software (Noldus, Leesburg, VA). The OFT Light was conducted under full lighting (280 lux). The OFT Dim was conducted in a different but identically structured box in the same room under 15 lux. The arena was cleaned with 1 % acetic acid followed by Formula 409 All Purpose Cleaner after each animal.

### 2.8 Elevated plus maze (EPM)

Rats were allowed to explore an EPM for 10 min (arm dimensions: 10 w x 60 l in cm; closed arm enclosed by walls 51 cm in height; apparatus elevated 50 cm off the ground). The arms of the EPM were 10 cm wide. Behavior was recorded by a JVC Everio camera (JVCKENWOOD, Tokyo, Japan) mounted above the apparatus. The criteria for open arm exploration was considered as more than half of the body (and both forepaws) placed into the open arm. Latency to and total time spent in the exposed open arms, as well as time spent in the protected closed arms, were quantified by observers blind to condition. The EPM Light was conducted at 240 lux, while the EPM Dim was conducted under dim red light. The apparatus was cleaned with 1 % Process NPD Disinfectant (STERIS Life Sciences) after each animal.

### 2.9 Light-dark box (LD)

Each rat was placed in a structure consisting of an enclosed dark box separated by a divider with a small door leading to an unenclosed light box (each box 15 w x 15 l × 8 h in inches). All animals were placed into the dark half of the box and given 10 min to explore. Behavior was recorded by a JVC Everio camera (JVCKENWOOD, Tokyo, Japan) mounted above the apparatus. Measures for distance traveled as well as latency to, frequency, and total time spent in the exposed side were quantified by observers blind to condition. The arena was cleaned with 70 % ethanol after each animal.

### 2.10 Acoustic startle response (ASR)

Each rat was placed into an isolated Coulbourn sound-attenuating fear conditioning chamber (12 w x 10 l × 12 h in inches) and was exposed to 5 min of background noise (∼55 dB). This was followed by 70–110 dB white noise pulses lasting 10 ms, with an inter-stimulus interval of 15–30 s. All tones were calibrated with a handheld decibel meter each day prior to testing. Behavior was recorded over two different trials: habituation (110 dB tones presented 15 times to assess initial responses and subsequent habituation) and threshold determination (70–110 dB tones presented in pseudo-random order, with each tone played 5 times in total). Behavior was recorded using a Coulbourn Instruments camera connected to a computer with FreezeFrame software (Coulbourn Instruments, Whitehall, PA). The boxes were cleaned with 70 % ethanol after each animal. Fear and startle behavior were assessed by Ethovision software analysis of activity change (measured as percent pixel change from frame to frame). The amplitude of startle was quantified as the maximum activity minus baseline activity in the 50 ms surrounding the startle pulse. Mean startle response was calculated as the mean of all startle amplitude scores across all 15 stimuli from the habituation phase. Sensitization was calculated as 100∗[(mean startle amplitude to stimuli 13–15)-(mean startle amplitude to stimuli 1–3)]/(mean startle amplitude to stimuli 1–3).

### 2.11 Composite scoring

To standardize and quantify behavior across multiple behavior tests, we adapted the method of Cutoff Behavioral Criteria developed by Cohen and Zohar (2004), expanded by Richter-Levin and colleagues (Richter-Levin et al., 2019; Ardi et al., 2016; Ritov et al., 2016), and described in Long et al., (2021). For each measure from the avoidance tests (OFTs, EPMs, LD) a behavioral cutoff threshold was defined by the 20th percentile of the control distribution. For measures in which greater scores indicate greater anxiety-like behavior (latency to the anxiogenic zone, time spent in an anxiolytic zone), the 80th percentile of the control group was used. Binary scoring was applied: Animals falling outside the threshold were marked as “affected” and received a score of 1 for that measure. Scores were then summed across all tests (minimum 0, maximum 20). High scores represent consistent anxiety-like behavior across all tests. Animals with high scores outside the range of the control group were considered “stress vulnerable,” while those within the range of control animals were considered “stress resilient.”

### 2.12 Fresh tissue collection and RNA sequencing

On day 9 after stress, animals were anesthetized with isoflurane and rapidly decapitated. Brains were extracted, flash frozen by floating on liquid nitrogen, and stored at −80 °C. A subset of 12 animals was selected for RNA sequencing based on composite anxiety-like behavior scores: 3 stress-exposed animals with low scores (0–2), 3 stress-exposed animals with high scores (13–15), and 6 control animals from across the spectrum (0–6, average = 3.67). Sections of 200 μm thickness were collected under sterile conditions on a Leica cryostat, and punches of 0.75 mm diameter were taken from the dorsal dentate gyrus and basolateral amygdala (rat AP coordinates −2.9 to −5.28 relative to Bregma) using a Rapid-Core Sampling Tool (Electron Microscopy Sciences, Hatfield, PA). Punches were separated by hemisphere, and 7–9 punches were collected per hemisphere. Samples were stored at −80 °C until processing. Tissue punches from the left hemisphere were homogenized in TRIzol reagent (Invitrogen, Waltham, MA), and RNA was extracted and treated with DNase (DNase I, RNase-free, New England Biolabs, Ipswich, MA) according to the TRIzol reagent user guide (Pub. No. MAN0001271, Rev. A.0). The left hemisphere was chosen for the purposes of standardization and consistency across animals. For RNA sequencing, all postprocessing (including cDNA library preparation) and sequencing was performed by the Vincent J. Coates Genomics Sequencing Laboratory at UC Berkeley. RNA quality scores were determined for each sample on an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). One sample (from a control animal with composite behavior score of 0) had low RNA quality, and RNA was re-extracted but later excluded from analysis (see Statistical Analysis section). RNA was poly-A selected, and library preparation was conducted on a Biomek FXp with Kapa Biosystems reagents. Sequencing was performed on the Illumina HiSeq4000 (Illumina, San Diego, CA).

Reads were aligned to the *Rattus norvegicus* Rn5 genome assembly using Spliced Transcripts Alignment to a Reference aligner (STAR/2.6.0a) (Dobin et al., 2013) with gene annotations provided from the ensemble build 75. Transcript/gene level quantification and differential gene expression were performed using rsem/1.3.1 + ebseq (Li and Dewey, 2011; Leng et al., 2013). Gene Set Enrichment Analysis (GSEA) (Mootha et al., 2003; Subramanian et al., 2005) was performed on sets of differentially expressed genes (FDR <0.05) to determine enriched biological themes.

### 2.13 Statistical Analysis

For behavior, weight, and corticosterone data: All bars and error bars are presented as mean ± standard error of the mean (SEM). For continuous data, two sample comparisons were performed by two-tailed student's *t*-test. Normality of the residuals was assessed via the D'Agostino-Pearson omnibus test. If the assumption of normality failed, data were log transformed, and a student's *t*-test performed. If the assumption of normality failed again, a non-parametric Mann Whitney test was performed on the untransformed data. If the assumption of homogeneity of variance was violated, as determined by the F test, a Welch's *t*-test was performed. For count data, control and stress-exposed groups were compared via a generalized linear model using a Poisson distribution. To compare the relationships between behavioral and/or transcriptional measures, we computed Pearson correlations. For the acoustic startle paradigm measures of habituation over time and startle threshold, we conducted a two-way repeated measures ANOVA. In all tests, the alpha value was set at 0.05. Analyses were performed using IBM SPSS 19 (SPSS, Inc., Chicago, IL), GraphPad Prism version 9.1.1 for Mac OS X (GraphPad Software, San Diego, California USA, www.graphpad.com), R version 4.4.2 (2024-10-31), or Matlab version R2022b (Mathworks, Natick, MA). Hierarchical clustering of behavior was performed with the Seaborn package in Python (Version 3.7.1, Python Software Foundation, Wilmington, DE). All statistical analyses related to behavior, corticosterone, and correlations to sequencing data can be found in supplemental file S1 “Statistics.”

For RNA-seq data: the R EBSeq (Leng et al., 2013) package's posterior probability of being differentially expressed (PPDE >0.95, FDR <0.05) was used to determine statistical significance. One animal was excluded from all analyses due to experimental error during behavior assays (see Behavioral battery section above), and one hippocampal RNA sample was excluded from analyses due to contamination. Specifically, the sample was flagged for low RNA quality and was subsequently re-extracted from the remaining homogenized tissue. Although the re-extracted sample had a passing RNA integrity number, principal component analysis revealed that the sample did not cluster with any other samples (Fig. S1), suggesting that re-extraction compromised RNA integrity or introduced contamination. As a result, this sample was excluded from further analyses. Similarly, one amygdala sample was excluded from analysis as it did not cluster in PC space with any other samples. 

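A PCA of log2(TPM + 1) over the 13539 genes with a mean TPM of at least 1 placed 1 of the 12 DG libraries apart. PC1 held 29.1% of the variance, and the control library of animal 35 scored 56.0 on it while the other 11 scored between -13.7 and 2.28. Its total expected count, 15955051, lay inside the range of the other controls. To check that this was the library the paper left out, each control was dropped in turn and the TPM values of the rest were set beside the control values that the paper plots for UBALD1, ATN1 and Cartpt. Dropping animal 35 left a mean deviation of 0.492%, dropping animal 14 left 0.585%, and dropping any of the other 4 left 10.1% to 34.2%. These genes hardly separated animals 35 and 14, as UBALD1 and ATN1 were at 0 in both. The paper describes the left-out DG sample as coming from a control with a composite score of 0. The labels give animal 35 as low scoring and animal 14 as high scoring, which argues against animal 14. The position on PC1 named animal 35. In Fig. 4G, looked at after the values were seen, every plotted control lies above the 1.82 TPM of Tbx19 in animal 35, and Fig. 4F has a control near the 254 TPM of Rnf112 in animal 14. The DG set used below had 5 controls, 3 stress-low and 3 stress-high libraries. In the left-out library 851 genes differed more than 2-fold from the mean of the other controls, against 185 to 285 genes for each other control. The paper left out a DG sample that stood apart in the PCA after being re-extracted for low RNA quality, and proposes that the re-extraction damaged the RNA or brought in a contaminant.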

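In the BLA the control library of animal 2 scored 46.4 on PC1, which held 21.1% of the variance, and the 12 others scored between -17.3 and 12.5, the highest other control at 2.38. Leaving it out brought the control TPM values of Fig. 3E-I to a mean deviation of 0.183%, against 3.29% or more for any other control, so both criteria named the same library and the BLA set had 6 controls, 3 stress-low and 3 stress-high libraries. This library held 18336497 expected counts, the most of the 7 BLA controls, and 693 genes lay more than 2-fold from the mean of the other controls (310 to 551 for each of those). The paper's reason for dropping it was its place in the PCA alone.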

To correlate *Cartpt* expression values to behavior scores, transcripts per million (TPM) values for *Cartpt* were transformed as log_2_(TPM+1) to achieve normally distributed values. Normality of this distribution was tested using the Shapiro-Wilk Test and the D'Agostino-Pearson Test. The data did not significantly deviate from normality.

## 3 Results

### 3.1 Acute physiological responses to a severe stressor correlate with subsequent resilience and vulnerability to anxiety-like behavior

We sought to characterize the molecular signatures of resilience or vulnerability to the effects of acute, severe stress in male rats. We employed a controlled experiment that paired acute immobilization with predator scent stress followed by multi-assay characterization of anxiety-like behavior. We subjected 20 adult, male Sprague-Dawley rats to 3 h of acute immobilization with simultaneous predator scent stress (fox urine; Fig. 1A). Another 19 animals served as controls and remained minimally disturbed in the home cage. Predator odor is widely used in the field of stress neurobiology as an ethologically relevant stressor in mice and rats (Daskalakis et al., 2014; Santi et al., 2018; Koolhaas et al., 2011). Pairing acute immobilization with predator odor thus models an inescapable, life-threatening stressor. Previous work from our lab demonstrated that this paradigm induces a range of avoidance behavior when examined 1 week after the stressor (Long et al., 2021). Only male rats were used in this experiment due to previous findings from our lab that female Sprague Dawley rats exposed to this stress paradigm do not develop the spectrum of low to high avoidance and startle behavior seen in males (unpublished data).

**Fig. 1:**
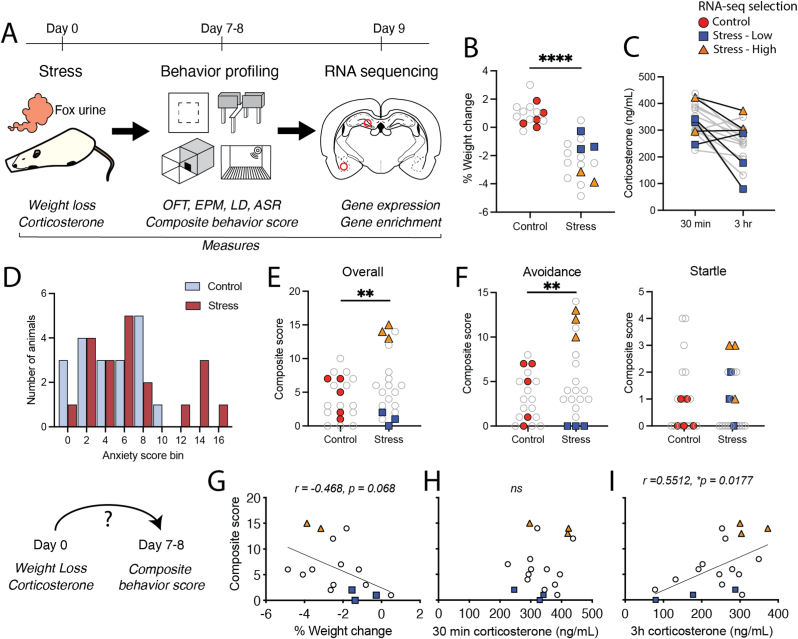
Experimental design and selection of control, stress-susceptible, and stress-resilient rats. A. Experimental design. Male Sprague-Dawley rats were subjected to a severe stressor (3 h of immobilization with exposure to fox urine). Body weight was measured on the day of and day after stress, and serum samples were collected for corticosterone measurements at 30 min and 3 h into stress. Behavior profiling occurred on days 7 and 8 after stress, and whole brains were flash frozen on liquid nitrogen on day 9 for tissue punch collections and bulk RNA sequencing from the left dorsal dentate gyrus and basolateral amygdala (red circles). B. Percent changes in body weight from day 0 (day of stress) to day 1. Negative values indicate weight loss (2-tailed unpaired *t*-test with Welch's correction for unequal variance, t(24.38) = 7.466, p < 0.0001). A set of 5 control and 4 stress-exposed animals, including one animal in the stress-high group, is not shown due to missing weight information (see Methods). C. Serum corticosterone measurements at 30 min and 3 h into stress exposure. D. Histogram of composite anxiety-like behavior scores (bin size = 2). E. Distribution of individual composite behavior scores from control and stress-exposed rats (Poisson generalized linear model, coefficient 0.41087±0.14274, p = 0.004). Highlighted points indicate the individual animals selected for RNA sequencing. F. Sub-scores of composite behavior derived from avoidance (left, Poisson generalized linear model, coefficient 0.26360±0.08064, p = 0.001) and startle (right, Poisson generalized linear model, coefficient −0.05129±0.31623, p = 0.87) assays. G. Pearson correlation of percent body weight change to composite behavior scores (r = −0.468, p = 0.068). H. Correlation of corticosterone at 30 min to composite behavior scores (r = 0.2443, p = 0.3287). I. Correlation of corticosterone at 3 h to composite behavior scores (r = 0.5512, p = 0.0177). OFT, open field test. EPM, elevated plus maze. LD, light-dark box. ASR, acoustic startle response. ∗p < 0.05, ∗∗p < 0.01, ∗∗∗∗p < 0.0001.

Stress-exposed rats lost significantly more weight by the day after stress than control animals (Fig. 1B). Stress-exposed rats also displayed high circulating corticosterone at both 30 min and 3 h into stress (Fig. 1C). Thus, as we have previously shown, this acute, combinatorial design is a severe stressor that elicits a potent physiological stress response in rats (Long et al., 2021; Muroy et al., 2016; Breton et al., 2021).

To identify subsets of animals displaying persistent high or low anxiety-like behavior after stress, all animals were given 7 days of recovery with minimal disturbance before undergoing a 2-day behavioral profiling battery. This period of time has been used and validated in previous studies in rats to identify animals with persistent changes to fear, startle, and anxiety-like behavior after severe stress (Daskalakis et al., 2014; Cohen and Zohar, 2004; Cohen et al., 2004, 2006). The behavioral battery consisted of multiple tests of approach-avoidance conflict and acoustic startle (Fig. 1A). Consistent with our previous work (Long et al., 2021), we found that stress-exposed rats displayed considerable individual variability in each behavioral metric (Fig. S2). Furthermore, patterns of significant correlations between measures within and across tests indicated that individual stress-exposed rats displayed consistent avoidance phenotypes across assays (Fig. S3). This replicates our previous work suggesting that exposure to this stressor yields consistent patterns of avoidance behavior in male rats (Long et al., 2021). We quantified these overall anxiety phenotypes by constructing composite behavior scores from individual metrics (Long et al., 2021; Cohen and Zohar, 2004), and we observed that control and stress-exposed animals displayed a range of anxiety phenotypes (Fig. 1D). Notably, a subset of stress-exposed rats displayed high scores that were driven largely by avoidance behavior (Fig. 1E and F), while others were indistinguishable from controls. This is consistent with the hypothesis that only a subset of individuals is vulnerable to the display of persistent anxiety-like behavior following a traumatic event (Richter-Levin et al., 2019; Ardi et al., 2016; Ritov et al., 2016).

Immediate physiological and endocrine responses to trauma may predict whether an individual later displays PTSD (Cohen et al., 2006; McFarlane et al., 1997; Shalev et al., 1998; Yehuda et al., 1998a, 1998b; Monari et al., 2024). We, therefore, tested whether physiological measures such as stress-induced weight loss and corticosterone release correlate with anxiety-like behavior in our rat model of acute trauma exposure. Weight changes trended towards a negative correlation with composite anxiety-like behavior scores (p = 0.068), such that animals that lost more weight by the day after stress tended to show greater anxiety-like behavior 7 days later (Fig. 1G). This was driven by a significant correlation of weight change and composite startle scores (Fig. S4A). Serum corticosterone measured at 30 min into the stress exposure was not correlated with behavioral scores (Fig. 1H; Fig. S4B). Strikingly, however, corticosterone at 3 h (the end of stress) was significantly, positively correlated with overall composite scores and avoidance sub-scores (Fig. 1I; Fig. S4C). This may suggest that sustained, high release of corticosterone during a stressor contributes to subsequent anxiety-like behavior, while maintaining lower levels of corticosterone contributes to resilience. These findings support the hypothesis that an individual's early response to stress, whether physiological, neural, and/or hormonal, corresponds with susceptibility to subsequent anxiety-like behavior (Yehuda et al., 1998b).

### 3.2 The basolateral amygdala and dentate gyrus display distinct transcriptomic changes following acute, severe stress

We examined the molecular signatures in the amygdala and hippocampus that may contribute to divergent behavioral responses of rats to a single, severe stressor. PTSD is characterized by altered structure and function of limbic regions such as the amygdala and hippocampus (McEwen et al., 2016; Vyas et al., 2002; Mitra et al., 2005; Fa et al., 2014; Kirby et al., 2013), and both acute and chronic stressors induce transcriptional changes in these regions that correspond with resilient and vulnerable phenotypes in animal models (von Ziegler et al., 2022; Lori et al., 2019; Shen et al., 2019; Ponomarev et al., 2010; Datson et al., 2013; Sillivan et al., 2017; Daskalakis et al., 2014). We selected animals from either end of the phenotypic spectrum of anxiety-like behavior. Specifically, we selected control and stress-exposed rats with low and high composite anxiety-like scores (“stress-low” and “stress-high,” respectively) (Fig. 1, Fig. 2A). Of the selected animals, mean composite anxiety-like behavior scores were 4.4 ± 1.2 for control animals, 1.0 ± 0.58 for stress-low animals, and 14.0 ± 0.58 for stress-high animals. Stress-high composite scores were significantly greater than control scores (significant one-way ANOVA: F(2,8) = 31.79, p = 0.0002; Dunnet's multiple comparison of control versus stress-high, adjusted p = 0.0005), and we considered these animals as “vulnerable” to prolonged anxiety-like behavior after stress. In contrast, stress-low scores did not significantly differ from control scores (post hoc Dunnet's multiple comparison of control versus stress-low, adjusted p = 0.1026); thus, we considered these animals as “resilient.”

**Fig. 2:**
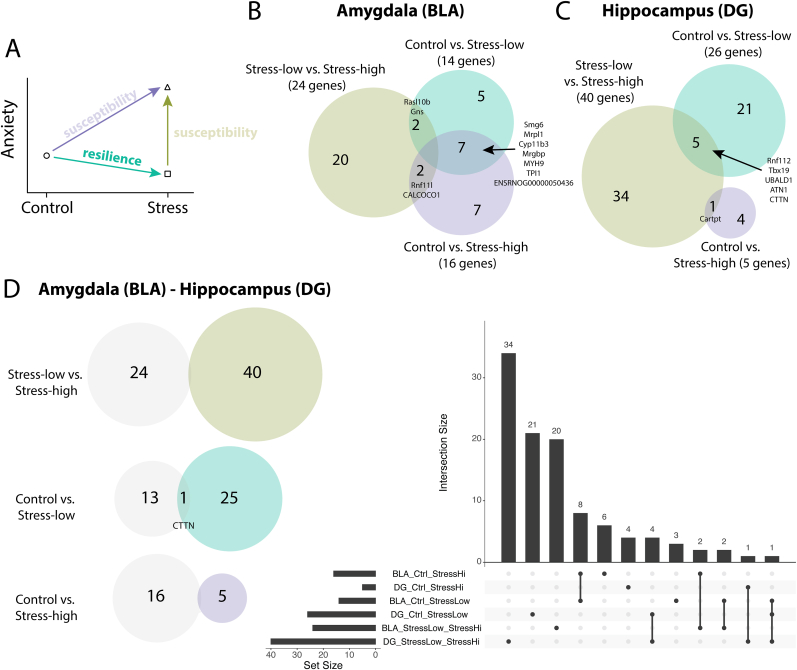
Regionally distinct transcriptomic changes in the basolateral amygdala and dentate gyrus following acute, severe stress. A. Schematic for differential gene expression (DGE) analysis. Arrows denote the pairwise comparisons conducted. B. Venn diagram showing DGE results for the basolateral amygdala (BLA) for our 3 pairwise comparisons. C. Venn diagram showing DGE analysis results for the hippocampal dentate gyrus (DG). D. Left, Venn diagram showing the overlap in differentially expressed genes between BLA and DG respective pairwise comparisons. Right, upset plot displaying overlaps between the 3 pairwise comparisons in the BLA versus DG.

We conducted RNA-sequencing (RNA-seq) on bulk tissue isolated from the left hippocampal dentate gyrus (DG) and left basolateral amygdala (BLA) at the conclusion of behavior testing (Fig. 1A). This provides a snapshot of the delayed molecular correlates of divergent behavior outcomes after acute trauma. 

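Poly-A RNA from the left DG and BLA of rats sampled after the behavior battery was sequenced with 1 library per animal and region. The labels gave 13 BLA libraries (7 control, 3 stress-low and 3 stress-high) and 12 DG libraries (6, 3 and 3), and 11 animals had a library in both regions. The authors aligned the reads to the Rn5 assembly with STAR 2.6.0a, quantified genes with RSEM 1.3.1 on the Ensembl build 75 annotation, and deposited an expected count and a TPM value for each of 26312 gene identifiers. Of these, 5742 had no gene name, and 393 names were shared by 2 or more identifiers. RSEM divides reads that fit several genes, so 18.8% to 26.9% of the BLA values and 5.67% to 6.39% of the DG values in a library were not whole numbers. The effective length of a gene lay 50 bases under its length in the BLA and 261 to 274 bases under it in the DG, so expression was compared within a region and only fold changes were compared between the 2 regions.
Total expected counts in the BLA ranged from 12709493 to 18336497 in controls (median 16509609), from 13090880 to 21115339 in stress-low animals (median 16655386) and from 14246690 to 22801247 in stress-high animals (median 16087396). In the DG they ranged from 13487835 to 19135223 in controls (median 16074361), from 11656439 to 15547038 in stress-low animals (median 14714365) and from 16201792 to 19477932 in stress-high animals (median 19337634), so in the DG every stress-high library was larger than every stress-low library.
Expected counts were rounded, scaled by TMM and tested with edgeR's quasi-likelihood F-test, with the 3 groups of a region in 1 fit and Benjamini-Hochberg adjustment over the 15230 BLA genes and 14080 DG genes that had enough counts. The common biological coefficient of variation was 0.118 in the BLA and 0.0994 in the DG. Fold changes are given on the log2 scale as the second group over the first, TPM values are means ± SD, and p-values of TPM differences come from exact two-sided permutation tests, in which 3 against 3 libraries cannot give less than 0.1. The test, normalization and gene filter were chosen before the data were examined, as were the alternatives apart from those said to have been added later.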

The left hemisphere was selected for standardization and consistency across animals. 

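Without the left-out libraries, PC1 and PC2 held 16.1% and 13.3% of the variance in the BLA and 17.4% and 12.2% in the DG. BLA scores on PC1 spanned -20.9 to 17.8 in controls, -6.92 to 16.7 in stress-low animals and -12.6 to 24.0 in stress-high animals, and DG scores spanned -3.77 to 25.4, -21.2 to -1.82 and -15.4 to 6.70. Group separation in Euclidean distance gave a pseudo-F of 0.869 over 14422 BLA genes (p = 0.920, 1-sided permutation test) and of 1.00 over 13565 DG genes (p = 0.460). With all mapped libraries the values were 0.811 and 0.884 (permutation p = 0.940 and 0.716). The lowest p under any alternative was 0.819 in the BLA, without stress-low animal 30, and 0.228 in the DG, without control animal 14.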

Principal component analysis (PCA) of normalized gene expression values revealed no clear clustering of control, stress-low, and stress-high animals (Fig. S1A–D), which suggests that our stressor induced moderate or subtle changes in gene expression in these regions. We thus carried out differential gene expression analysis to highlight group-specific differences. 

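In the edgeR fits no gene had an adjusted p under 0.05 in any of the 6 comparisons. At an unadjusted p under 0.05, 302 BLA genes (1.98% of those tested) differed between stress-low and stress-high animals, 419 (2.75%) between control and stress-low animals and 392 (2.57%) between control and stress-high animals, where unchanged groups would give about 5%. The matching DG numbers were 440 (3.13%), 972 (6.90%) and 309 (2.19%). The smallest adjusted p was 1.00 in each BLA comparison, and in the DG it was 0.797 for Cartpt between the stress groups and 0.960 for Pdyn between control and stress-high animals. Pdyn is named here because its p-value was the smallest. With all mapped libraries the adjusted counts were again 0, and 248, 365 and 356 BLA genes and 251, 798 and 242 DG genes had an unadjusted p under 0.05.
The numbers of genes under the adjusted threshold moved most with the choice of test. An own implementation of the EBSeq model, which the paper used and which was written for this purpose because the package was not installed, called 6, 3 and 4 genes in the BLA and 16, 6 and 4 in the DG at a posterior probability of at least 0.95, in the same order of comparisons. DESeq2 called 0, 2 and 2 genes in the BLA and 3, 2 and 1 in the DG. On counts simulated with 200 changed genes in each region, edgeR recovered 73% (BLA) and 81% (DG) of genes changed by 1 on the log2 scale and 44% and 56% of genes changed by 0.5, with 3.43% and 5.92% of its calls being unchanged genes. The own EBSeq model recovered 67% and 74%, and 38% and 48%, and 23.5% and 22.6% of its calls were unchanged genes. The simulated genes were independent, had the spread that edgeR estimated, and none of the changed ones changed by less than 0.5. The paper's DG lists for stress-low against stress-high and control against stress-low had median absolute fold changes of 0.21 and 0.25. Power for such changes was not tested, and the share of false calls in the real libraries may differ.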

Pairwise comparisons between our three conditions yielded small sets of differentially expressed genes (DEGs; FDR <0.05) in both regions (Fig. 2B–C), suggesting that select genes may contribute to divergent behavioral outcomes.

We then asked whether the sets of DEGs were similar between the hippocampus and amygdala. 

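Among the names listed in the paper's heatmaps, CTTN was the only one present for both regions (BLA control against stress-low, and DG stress-low against both other groups). It is also one of the names with a second gene model. At an unadjusted p under 0.05, the BLA and DG shared 23 of 302 and 440 genes for stress-low against stress-high, 33 of 419 and 972 for control against stress-low, and 20 of 392 and 309 for control against stress-high. Log2 fold changes between stress-low and stress-high animals had a Pearson r of 0.0880 across the 13865 genes kept in both regions. That r rose to 0.164 when differences of mean log2(TPM + 1) were used, the alternative that moved it most, and it lay between 0.0279 (without BLA stress-low animal 22) and 0.111 when single stress-exposed libraries were left out.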

We found little overlap between the sets of DEGs from the 10.13039/100011852BLA and the DG (Fig. 2D), supporting the idea that distinct mechanisms underlie stress-induced structural and functional changes in these two regions. Together, these results indicate that resilience and vulnerability to acute, severe stress are associated with modest, region-specific, long-term transcriptional differences in the BLA and DG.

### 3.3 Acute, severe stress affects expression of genes related to insulin and hormone signaling in the basolateral amygdala of susceptible and resilient animals

Given the separable transcriptional profiles of the amygdala and hippocampus in resilient and vulnerable animals, we sought to understand the individual genes and biological processes in these regions that might contribute to anxiety-like phenotypes. In the BLA, pairwise comparisons between the groups indicated that behavioral outcomes amongst stress-exposed animals yielded the largest separation in transcriptional profiles. Specifically, the comparison between stress-low and stress-high animals yielded 24 DEGs total (23 with assigned gene names, shown in Fig. 3A). 

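Of the 23 names in Fig. 3A, 22 were found among the identifiers (Yae1l1 was not found by that name), and 18 of these had a single tested identifier. All 18 changed in the direction shown in the figure, with a median absolute fold change of 0.63. Unadjusted p was under 0.05 for 13 of them, 10 stayed under 0.05 after adjustment over the list alone, and 0 did after adjustment over all genes. The list was chosen by the paper on these same libraries, so the value adjusted over the list alone is not independent evidence. Over the whole transcriptome, 152 genes were higher and 150 lower in stress-high animals at an unadjusted p under 0.05.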

Comparisons between control and either stress group returned few and largely overlapping DEGs (Fig. 3B–C). Hence, stress exposure in itself is less of a predictor of transcriptomic shift in the BLA compared to the long-term behavioral responses after stress.

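Fig. 3B lists 13 names and Fig. 3C lists 12, of which 7 and 6 had a single tested identifier. In the direction shown were 4 of the 7 and 4 of the 6, with an unadjusted p under 0.05 for 5 and 4 and an adjusted p over all genes under 0.05 for 0 and 0. Mrpl1 changed against the figure's direction in both (0.64, SE 0.20, and 0.74, SE 0.20, adjusted p 1.00 in each). The tested Cyp11b3 identifier also did (0.17 and 0.16, SE 0.60 in each), and Atrip did in the stress-low comparison (0.04, SE 0.09). With both Cyp11b3 gene models summed the values were -0.20 and -0.22, in the figure's direction, so the direction of Cyp11b3 is uncertain. The lists share 7 names, Cyp11b3, MYH9, Mrgbp, Mrpl1, Ndufs6, Smg6 and TPI1, 5 of them with a second gene model. In 20 simulations of unchanged groups that shared the same controls, the top genes of lists of the same sizes shared 0 to 3 (median 1). Across all genes at an unadjusted p under 0.05 the 2 comparisons shared 63, which is 16.1% of the smaller set, against 11.3% to 17.5% in the simulations.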

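Counted at an unadjusted p under 0.05, the stress-low against stress-high comparison had fewer BLA genes than either comparison with controls (302 against 419 and 392), although those had 6 libraries on the control side instead of 3. Leaving out 1 library at a time gave 235 to 603, 390 to 526 and 291 to 494 genes for the 3 comparisons, with the lowest value of the first without stress-high animal 19 and its highest without stress-low animal 30, where the order turned (603 against 488 genes between control and stress-low animals). From the numbers of EBSeq calls in the 3 BLA comparisons, the paper concludes that stress exposure predicts the BLA transcriptome less than the later behavioral response does.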

**Fig. 3:**
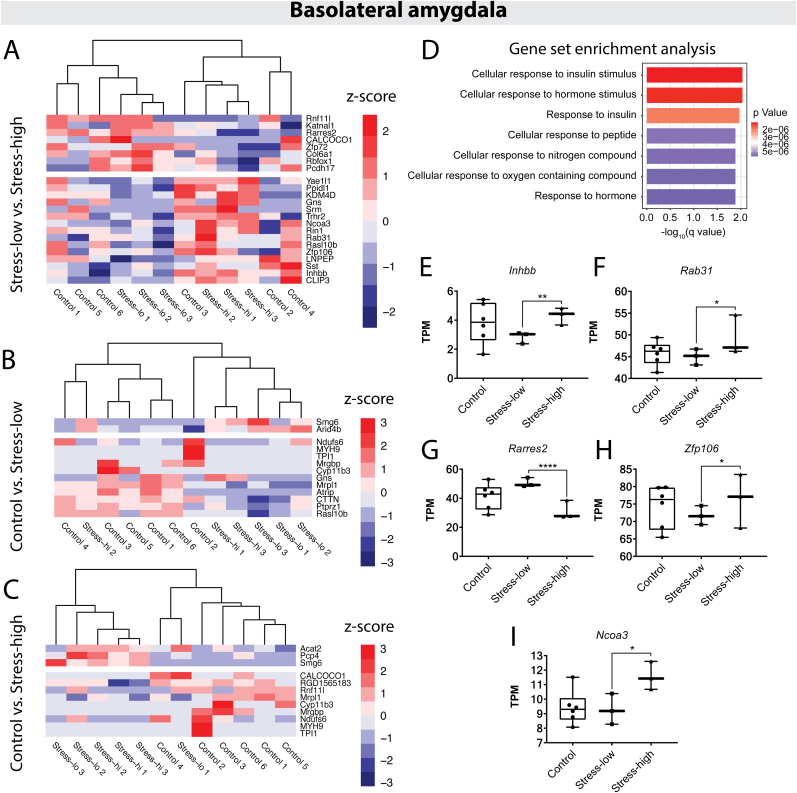
Gene expression changes in the basolateral amygdala of susceptible and resilient animals following acute, severe stress. A. Heatmap showing differentially expressed genes (DEGs) for the stress-low versus stress-high comparison. For all heatmaps: dendrograms show the clustering of samples, with sample group and number denoted at the bottom of the columns. Genes were clustered based on Pearson correlation, but dendrograms were omitted for clarity of presentation. Breaks denote the separation between up- and downregulated genes. Only genes with mapped gene names are shown. B. Heatmap of DEGs for the control versus stress-low comparison. C. Heatmap of DEGs for the control versus stress-high comparison. D. Results of Gene Set Enrichment Analysis (GSEA) showing the top significantly enriched Gene Ontology categories for the stress-low vs. stress-high comparison. E-I. Gene expression (in transcripts per million [TPM]) for genes comprising the top 2 Gene Ontology Biological Process categories. Asterisks denote significance after controlling for the false discovery rate (i.e., 1 - Posterior probability of being differentially expressed (PPDE)); ∗ ≤ 0.05, ∗∗ ≤ 0.01, ∗∗∗∗ ≤ 0.0001.

Of the 23 DEGs with assigned names in the stress-low to stress-high comparison, 8 genes were downregulated and 15 upregulated in stress-high animals. 

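Among the names of Fig. 3A, 9 had a second gene model in the annotation when upper and lower case were ignored (22 of 40 tested identifiers over the 3 BLA lists, 55%, against 621 of 14105 other tested identifiers, 4.40%, Fisher p = 1.1e-19). Rnf11l is an example. Normalized counts of one Rnf11l identifier were 0 in 6 of the 12 libraries, all 3 stress-high libraries among them, and 271 to 315 in the rest, where the second model had the same count. In the 6 libraries at 0 the second model had 501 to 646 counts, and the 2 models were negatively related within groups (r = -0.952). With both models summed the fold change was 0.03 from stress-low to stress-high animals and -0.006 from control to stress-high animals. For the listed identifier alone these were -7.79 and -7.59. The summed counts argue against a change of this gene as a whole.

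**Figure D1:**
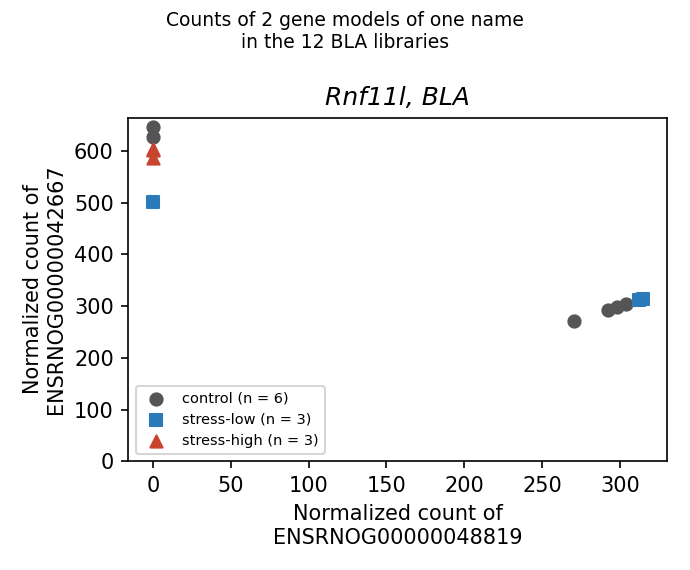
Normalized counts of the listed gene model (x axis) and of the second gene model of the same name (y axis) of Rnf11l in the 12 BLA libraries (control n = 6, stress-low n = 3, stress-high n = 3). Each point is 1 library.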

To determine biological processes related to our observed anxiety-like phenotype, we conducted Gene Set Enrichment Analysis (GSEA)(Mootha et al., 2003; Subramanian et al., 2005) on these 23 DEGs. We found significant enrichment for gene ontology biological process (GOBP) categories including ‘cellular response to insulin stimulus’ and ‘cellular response to hormone stimulus’ (Fig. 3D). In addition to their role in response to insulin or hormone stimulus, 3 of the genes in the top two GOBP categories are specifically associated with modulation of anxiety-like behaviors in mice (*Inhbb* (Ageta et al., 2008; Zheng et al., 2009; Link et al., 2016), *Rab31* (Rouillard et al., 2016), and *Ncoa3* (Sun and Xu, 2020; Stashi et al., 2013; York et al., 2013)). 

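Inhbb rose from 2.84 ± 0.397 TPM in stress-low animals to 4.31 ± 0.586 TPM in stress-high animals (log2 fold change 0.65, SE 0.29, unadjusted p = 0.0424), with no overlap of the groups (exact p = 0.1, the smallest possible). Ncoa3 likewise did not overlap, at 9.28 ± 1.05 and 11.6 ± 0.968 TPM (0.36, SE 0.10, p = 0.00224, exact p = 0.1), and Rab31 did, at 45.0 ± 1.82 and 49.3 ± 4.59 TPM (0.17, SE 0.06, p = 0.0115, exact p = 0.2). By chance, 3 against 3 values do not overlap in 10% of splits. Controls were at 3.81 ± 1.40, 9.42 ± 1.16 and 45.8 ± 2.75 TPM for Inhbb, Ncoa3 and Rab31, and the left-out control of animal 2 had 2.21 TPM of Inhbb and 14.2 TPM of Ncoa3. The adjusted p was 1 for each of the 3 genes and was not under 0.05 in any alternative.
Of the other genes plotted in Fig. 3E-I, Rarres2 went from 50.6 ± 3.20 to 31.2 ± 6.36 TPM (-0.66, SE 0.20, p = 0.00483, adjusted p = 1, exact p = 0.1) and Zfp106 from 71.7 ± 2.71 to 76.3 ± 7.71 TPM (0.13, SE 0.06, p = 0.0586, adjusted p = 1, exact p = 0.5). Rarres2 was called by the own EBSeq model (1 minus the posterior probability 0.0330, which is not an adjusted p) and by no other alternative. Fold changes with 1 library left out spanned 0.55 to 0.70 for Inhbb, 0.13 to 0.21 for Rab31, 0.29 to 0.40 for Ncoa3, -0.75 to -0.60 for Rarres2 and 0.11 to 0.15 for Zfp106.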

All 3 genes showed significantly greater expression in stress-high animals compared to stress-low animals (Fig. 3E, F, I). Together, this may suggest that differences in amygdala insulin signaling, whether pre-existing or altered by stress exposure, correspond with differential resilience and vulnerability to anxiety-like behavior after stress.

### 3.4 Increased Cartpt expression in the dentate gyrus correlates with susceptibility after acute, severe stress exposure

The DG of the hippocampus is a brain region that is sensitive to stress, and glial composition of the DG correlates with anxiety-like behavior profiles following acute, severe stress exposure (Fa et al., 2014; Datson et al., 2013; Kirby et al., 2013; Long et al., 2021). We therefore examined whether differential gene expression in the DG of the hippocampus correlates with behavior outcomes after stress. 

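All 40 names of Fig. 4A were found, 38 of them with a single tested identifier. Each of the 38 changed in the figure's direction (median absolute fold change 0.21), 23 had an unadjusted p under 0.05, 9 were under 0.05 when adjusted over this list alone, which was chosen on the same libraries, and 0 when adjusted over all 14080 genes. A second gene model existed for 7 of the 40. The genes with an unadjusted p under 0.05 comprised 243 that were higher and 197 that were lower in stress-high animals.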

Here, the comparison between stress-low and stress-high animals again yielded the largest separation in transcriptional profiles with 40 DEGs (Fig. 4A). The comparison between control and stress-low animals yielded 25 DEGs with assigned names (Fig. 4B), and the comparison between control and stress-high animals yielded only 5 DEGs (Fig. 4C). Thus, as observed in the BLA, the greatest differences in gene expression in the DG corresponded with differential long-term behavioral consequences of severe stress.

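Fig. 4B has 25 names, of which 24 were found (Rpl9l3 was not found by that name) and 21 had a single tested identifier. The 21 all moved in the plotted direction with a median absolute fold change of 0.25, 20 had an unadjusted p under 0.05 and the same 20 were under 0.05 over the list alone. For the 5 names of Fig. 4C the numbers were 5 of 5 in direction, 5 at an unadjusted p under 0.05 and 5 over the list alone. Adjusted over all genes, 0 genes of either list were under 0.05. A second gene model existed for 8 names of Fig. 4B and for 0 of Fig. 4C.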

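The number of DG genes at an unadjusted p under 0.05 was largest for control against stress-low (972) and smaller for stress-low against stress-high (440). The 2 comparisons do not have the same number of libraries, and their order stayed the same with all mapped libraries (798 against 251) and without stress-low animal 22 (1091 against 527), 33 (581 against 437) or 34 (765 against 457). With the own EBSeq model the order was the paper's, 16 genes between the stress groups, 6 between control and stress-low and 4 between control and stress-high animals.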

**Fig. 4:**
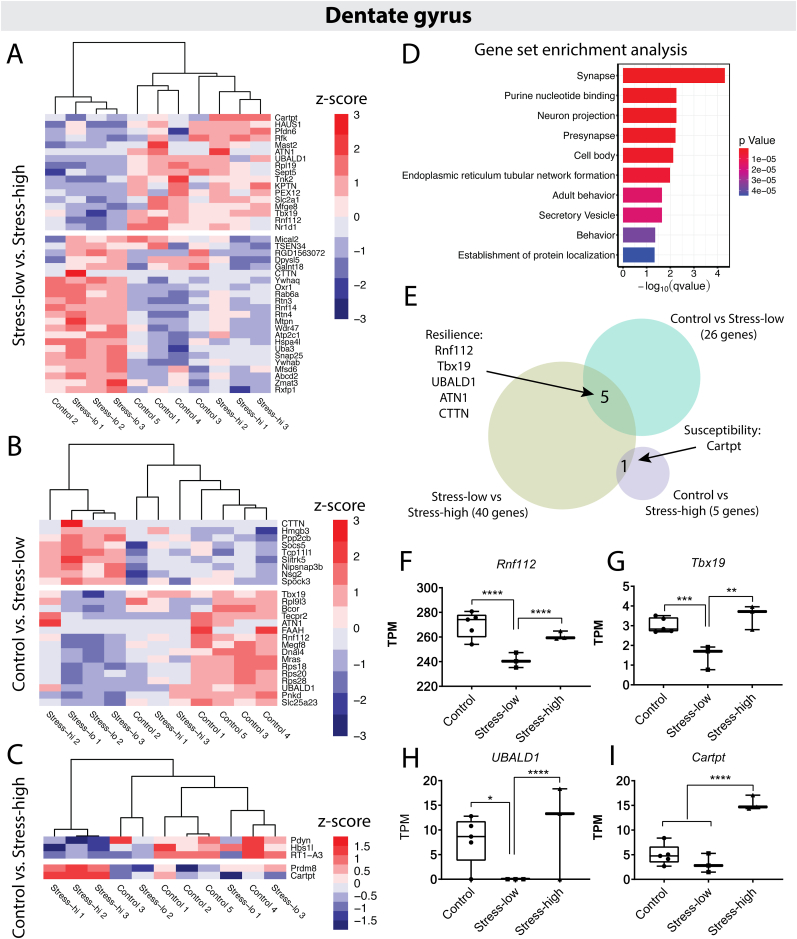
Gene expression changes in the hippocampal dentate gyrus of susceptible and resilient animals following acute, severe stress. A. Heatmap showing differentially expressed genes (DEGs) for the stress-low versus stress-high comparison. For all heatmaps: dendrograms show the clustering of samples, with sample group and number denoted at the bottom of the columns. Genes were clustered based on Pearson correlation, but dendrograms were omitted for clarity of presentation. Breaks denote the separation between up- and downregulated genes. Only genes with mapped gene names are shown. B. Heatmap of DEGs for the control versus stress-low comparison. C. Heatmap of DEGs for the control versus stress-high comparison. D. Results of Gene Set Enrichment Analysis (GSEA) showing the top significantly enriched Gene Ontology categories for the stress-low vs. stress-high comparison. E. Venn diagram displaying genes in the overlaps between the stress-low vs. stress-high and control vs. stress-low comparisons (‘Resilience’ signature genes) and stress-low vs. stress-high and control vs. stress-high comparisons (‘Susceptibility’ signature gene). F-H. Gene expression (in transcripts per million [TPM]) for *Rnf112*, *Tbx19* and *UBALD1*. I. *Cartpt* gene expression (in TPM). Asterisks denote significance after controlling for the false discovery rate (i.e., 1 - Posterior probability of being differentially expressed (PPDE)); ∗ ≤ 0.05, ∗∗ ≤ 0.01, ∗∗∗*p* ≤ 0.001, ∗∗∗∗ ≤ 0.0001.

We next asked whether sets of genes contributing to specific biological processes are enriched in each of our group comparisons. GSEA revealed enrichment for biological categories related to neuronal structure and function, including ‘synapse’, ‘neuron projection’ and ‘presynapse’ (Fig. 4D). To gain a clearer understanding of the specific synaptic and functional processes involved, we present all individual DG DEGs and their currently known functions in Table 1, Table 2, Table 3. 

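Fold changes between stress-low and stress-high animals were small for most genes the paper names for spines and neurites, with Snap25 at -0.15 (SE 0.07), Tnk2 at 0.14 (SE 0.06), Dpysl5 at -0.24 (SE 0.10), Rtn3 at -0.10 (SE 0.07) and Rtn4 at -0.14 (SE 0.09). For those it names for anxiety, mood and psychiatric disorders they were -0.92 for Rxfp1 (SE 0.24), 0.23 for Nr1d1 (SE 0.08), 0.12 for Sept5 (SE 0.06), -0.19 for Ywhaq (SE 0.09) and -0.12 for Ywhab (SE 0.07). The adjusted p was 1.00 for all 10. The own EBSeq model called Rtn3, Ywhaq and Sept5. In TPM the 2 groups of 3 did not overlap for any of the 10 genes (exact p = 0.1 each, the smallest possible and 10% by chance for a gene picked at random), and these genes were picked because they differed.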

Many of the genes identified in the stress-low vs. stress-high comparison are associated with dendritic spine regulation, neurite outgrowth, and neuropsychiatric traits such as anxiety and mood. Thus, key genes implicated in neuronal plasticity and anxiety are differentially expressed between stress-low and stress-high animals.

**Table 1:** Differentially expressed genes between stress-low and stress-high animals in the dentate gyrus.

Gene Symbol	Gene Name	Adjusted *P*-value	Related Function	References
*RGD1563072*	Similar to hypothetical protein FLJ38984	0.0000	Unknown; high expression in brain	Entrez Gene: RGD1563072, similar to hypothetical protein FLJ38984
*CTTN*	Cortactin	0.0000	Actin cytoskeleton organization and cell shape; regulates activity-dependent synaptic plasticity at the Drosophila neuromuscular junction, neuronal spine actin dynamics and spatial memory formation in mice	Entrez Gene: CTTN, cortactin; Alicea et al., 2017; Cornelius et al., 2021
*Ywhaq*	Tyrosine 3-Monooxygenase/Tryptophan 5-Monooxygenase Activation Protein Theta (also 14-3-3 protein theta)	0.0000	Role in modulation of synaptic plasticity and neuronal development; YWHA-gene family proteins have been implicated in neuropsychiatric disorders including schizophrenia and bipolar disorder	Cornell and Toyo-oka, 2017; Berg et al., 2003; Foote and Zhou, 2012
*Rtn3*	Reticulon 3	0.0000	Neuronal Rtn family isoforms can inhibit neurite outgrowth; implicated in enhancing axonal regeneration; highly enriched in dystrophic neurites that surround amyloid B plaques in Alzheimer's disease brains	Shi et al., 2017; Alhajlah et al., 2021; Oertle and Schwab, 2003
*Cartpt*	Cocaine and Amphetamine Regulated Transcript Prepropeptide	0.0000	Well-established role in sensory processing, reinforcement/reward, anxiety, depression; missense mutation associated with increased anxiety in humans; hippocampal expression is modulated by stress	Hunter et al., 2007; Subhedar et al., 2014; Miraglia del Giudice, 2006; for review see Stanek, 2006
*UBALD1*	UBA Like Domain Containing 1	0.0000	Currently unknown	
*ATN1*	Atrophin 1	0.0000	Putative transcriptional co-repressor; found in nuclear, cytoplasmic compartments of neurons; intranuclear aggregates can lead to cell toxicity; mutations in ATN1 are associated with a rare neurodegenerative disorder (Dentatorubral-pallidoluysian atrophy (DRPLA))	Wood et al., 2000; Shen and Peterson, 2008
*Sept5*	Septin 5	0.0000	Deficiency in mice results in decreased anxiety-related behaviors and other deficits in affective/cognitive processes	Entrez gene: SEPTIN5, septin 5; Suzuki et al., 2009
*Mfge8*	Milk Fat Globule-EGF Factor-8	0.0000	One of most highly expressed, astrocyte-specific genes; neuroprotective role through modulation of inflammation, oxidative stress, and apoptosis in cerebral ischemia and neurodegenerative disease	Entrez Gene: Mfge8, milk fat globule EGF and factor V/VIII domain containing; Gao et al., 2018; Cheyuo et al., 2019; Cahoy et al., 2008
*TSEN34*	tRNA-Splicing Endonuclease Subunit 34	0.0000	Mutation in this gene is associated with the neurological disorder pontocerebellar hypoplasia type 2	Entrez gene: Tsen34, tRNA splicing endonuclease subunit 34; Hayne et al., 2020; Namavar et al., 2011
*Rnf112*	Ring Finger Protein 112 (also Zinc Finger Protein 179 (ZNF179))	0.0000	Primarily expressed in the brain; involved in regulation of dendritic spine density, synaptic transmission	Lomash et al., 2015; Matsuda et al., 1996
*Mical2*	Microtubule Associated Monooxygenase, Calponin And LIM Domain Containing 2	0.0000	MICALs link cytoskeleton dynamics, vesicle trafficking, synaptic structure and redox signaling; role in regulation of synaptic and mitochondrial pathways underlying stress, sleep and neuropathology	Zhou et al., 2011; Jiang et al., 2015
*Mfsd6*	Major Facilitator Superfamily Domain Containing 6	0.0000	Abundantly expressed in mouse brain neurons but not astrocytes; putative role in regulating neural circuit activity	Bagchi et al., 2020; McCulloch et al., 2017
*Rnf14*	E3 Ubiquitin-protein Ligase Ring Finger Protein 14	0.0001	Recently described as a novel tau E3 ligase involved in degradation of pathological tau in an Alzheimer's disease (AD) mouse model (ADLPAPT) and AD patient-derived organoids	Entrez Gene: Rnf14, ring finger protein 14; Choi et al., 2020
*PEX12*	Peroxisomal Biogenesis Factor 12	0.0001	Mutations are associated with peroxisome biogenesis disorders (PBDs) - a group of autosomal recessive developmental brain disorders	Gootjes et al., 2004); Steinberg et al., 2006; Steinberg et al., 1993; Steinberg et al., 2004
*Tnk2*	Tyrosine Kinase Non Receptor 2 (also Activated Cdc42-associated kinase 1 (ACK1))	0.0001	High expression in brain with important role in neurotrophin signaling, neuritic outgrowth and arborization; mutations associated with infantile onset epilepsy and intellectual disability	Entrez Gene: TNK2, tyrosine kinase non receptor 2; Urena et al., 2005; La Torre et al., 2006; La Torre et al., 2013; Hitomi et al., 2013
*Hspa4l*	Heat Shock Protein Family A (Hsp70) Member 4 Like	0.0003	Function in brain currently unknown; in silico study suggests upregulation in several brain regions (including hippocampus) of patients with Multiple sclerosis, associated with myelination and immune system function	Chiricosta et al., 2020
*Nr1d1*	Nuclear Receptor Subfamily 1 Group D Member 1	0.0003	Linked to regulation of mood-related behaviors and pathologies related to social deficits; knockdown of Nr1d1 in the Nucleus accumbens of female mice reduced anxiety and increased sociability (no significant behavioral effects observed in males)	Entrez Gene: Nr1d1, nuclear receptor subfamily 1, group D, member 1; Zhao and Gammie, 2018
*Rpl19*	Ribosomal Protein L19	0.0007	Encodes a ribosomal protein that is a component of the 60S (large) subunit; upregulated in hypothalamus (but not hippocampus) of male mice subjected to chronic social defeat stress	Smagin et al., 2015
*Rxfp1*	Relaxin Family Peptide Receptor 1	0.0007	Role in stress responses, memory and emotional processing	Tanaka, 2010; Lee et al., 2016
*Snap25*	Synaptosomal-Associated Protein, 25 kDa	0.0017	Component of the SNARE complex which is essential for synaptic vesicle exocytosis; involved in synaptogenesis, neurotransmitter release, spine morphogenesis, post-synaptic vesicle trafficking, neural plasticity; deficiency or alterations in SNAP25 function have been shown to induce anxiety in mice	Kataoka et al., 2011; Irfan et al., 2019
*Mtpn*	Myotrophin	0.0029	Potential function in cerebellar neuron differentiation and cerebellar morphogenesis	Entrez Gene: MTPN, myotrophin
*Abcd2*	ATP-binding Cassette Sub-family D Member 2	0.0051	Mutations in this gene have been observed in patients with adrenoleukodystrophy, a severe demyelinating disease	Entrez Gene: ABCD2, ATP binding cassette subfamily D member 2
*Rfk*	Riboflavin Kinase	0.0052	Human Rfk has been recently linked to neurological diseases and regulation of circadian rhythms	Karthikeyan et al., 1993; Kukharsky et al., 2020; Johnson et al., 2012; Hirano et al., 2017
*Galnt18*	Polypeptide N-Acetylgalactosaminyltransferase 18	0.0080	Role in mucin type O-glycan biosynthesis and protein metabolism; CNS-specific role unknown	Entrez Gene: GALNT18, polypeptide N-acetylgalactosaminyltransferase 18; Shan et al., 2019
*Tbx19*	T-box Transcription Factor 19	0.0083	Involved in the corticotropin-releasing hormone (CRH) signaling pathway - a central part of the hypothalamic-pituitary-adrenal (HPA) or ‘hormonal’ stress axis	Liu et al., 2001
*Atp2c1*	ATPase Secretory Pathway Ca2+ Transporting 1	0.0108	Role in Ca(2+) homeostasis in trans-Golgi compartment which impacts Golgi and trans-Golgi protein sorting	Entrez Gene: ATP2C1, ATPase secretory pathway Ca2+ transporting 1; Lissandron et al., 2010
*Ywhab*	Tyrosine 3-Monooxygenase/Tryptophan 5-Monooxygenase Activation Protein Beta (also 14-3-3 protein beta)	0.0112	YWHA-gene family proteins have been implicated in neuropsychiatric disorders including schizophrenia	Cornell and Toyo-oka, 2017; Berg et al., 2003; Foote and Zhou, 2012
*Rab6a*	RAB6A, member RAS oncogene family	0.0123	Canonical role in targeting and fusion of transport carriers to acceptor compartments; differentially expressed in the basolateral amygdala complex (BLC) of mice following acute restraint stress	Entrez Gene: Rab6a, RAB6A, member RAS oncogene family; Sillivan et al., 2019
*KPTN*	Kaptin, Actin binding protein	0.0150	Important role in neuromorphogenesis; mutations in this gene result in an autosomal recessive form of intellectual disability; diseases associated to KPTN also include familial, temporal lobe epilepsy	Entrez Gene: KPTN, kaptin, actin binding protein; Thiffault et al., 2020; Pajusalu et al., 2015
*Wdr47*	WD Repeat Domain 47	0.0151	Controls neuronal polarity by regulating local microtubule dynamics; important role in brain development and autophagy	Chen et al., 2020; Kannan et al., 2017
*Rtn4*	Reticulon 4 (also Neurite Outgrowth Inhibitor (Nogo))	0.0181	Isoform A inhibits neurite outgrowth, branching and extension during development; additionally regulates radial migration of cortical neurons and is a negative regulator of nervous system angiogenesis; isoform B: mainly functions in endothelial cells and regulates vascular remodeling	Entrez Gene: RTN4, reticulon 4; GrandPré et al., 2000; Petrinovic et al., 2010(); Wälchli et al., 2013; Acevedo et al., 2004; Jia et al., 2016
*Oxr1*	Oxidation Resistance Protein 1	0.0186	Shown to protect neurons from oxidative stress damage in animal models of amyotrophic lateral sclerosis (ALS) and neurodegeneration	Entrez Gene: Oxr1, oxidation resistance 1; Liu et al., 2015; Volkert and Crowley, 2020
*Dpysl5*	Dihydropyrimidinase Like 5 (also Collapsin Response Mediator Protein 5 (CRMP5))	0.0226	Role in neuronal migration, axonal guidance, dendrite outgrowth, and synapse formation through its interaction with microtubules; modulates susceptibility to chronic social defeat stress in mice	Entrez Gene: DPYSL5, dihydropyrimidinase like 5; Jeanne et al., 2021; Quach et al., 2015; Lin et al., 2021
*Uba3*	Ubiquitin Like Modifier Activating Enzyme 3	0.0248	Involved in ubiquitin-like NEDD8 conjugation pathway (neddylation); CNS-specific function unknown	Entrez Gene: Uba3, ubiquitin like modifier activating enzyme 3
*HAUS1*	HAUS Augmin Like Complex Subunit 1	0.0333	Necessary for mitotic spindle assembly; CNS-specific function unknown	Entrez Gene: HAUS1, HAUS augmin like complex subunit 1
*Mast2*	Microtubule Associated Serine/Threonine Kinase 2	0.0359	Diseases associated with Mast2 include Mega-Corpus-Callosum Syndrome with Cerebellar Hypoplasia And Cortical Malformations	Rebhan et al., 1997, https://www.genecards.org/cgi-bin/carddisp.pl?gene=MAST2
*Pfdn6*	Prefoldin Subunit 6	0.0394	Component of molecular chaperone prefoldin-like complex; related gene ontology (GO) pathways include unfolded protein binding, chaperone binding	Entrez Gene: PFDN6, prefoldin subunit 6; Son et al., 2018
*Slc2a1*	Solute Carrier Family 2 Member 1 (also Glucose transporter 1, GLUT1)	0.0404	Most important energy carrier in the mammalian brain; sexually-dimorphic expression observed in hippocampus of adolescent rats following chronic stress exposure	Entrez Gene: SLC2A1, solute carrier family 2 member 1; Kelly et al., 2014
*Zmat3*	Zinc Finger Matrin-Type 3 (also Wild Type p53-induced Gene 1(Wig-1))	0.0411	Key splicing regulator of p53 tumor suppression pathway; high expression in the brain (amygdala, prefrontal cortex); rat ortholog (PAG608) shows constitutively high expression in various regions of the rat nervous system and is induced by a number of stress agents (ischemia, treatment with methamphetamine, ALS disease onset, L-DOPA in a Parkinson's disease model)	Bieging-Rolett et al., 2020); Vilborg et al., 2011; (Gillardon et al., 1999; Asanuma et al., 2007; Morimoto et al., 2010; Shimizu et al., 2008

**Table 2:** Differentially expressed genes between stress-low and control animals in the dentate gyrus.

Gene Symbol	Gene Name	Adjusted *P*-value	Related Function	References
*CTTN*	Cortactin	0.0000	Role in actin cytoskeleton organization, cell shape; regulates activity-dependent synaptic plasticity (Drosophila NMJ) and neuronal spine actin dynamics, spatial memory formation in mice	Entrez Gene: CTTN, cortactin; Alicea et al., 2017; Cornelius et al., 2021
*Mras*	Muscle RAS Oncogene Homolog	0.0000	Member of RAS family of small GTPases, role in signal transduction mediating cell growth and differentiation; knockout of M-Ras in mice resulted in deficits in social interaction, increased fear-related behavior	Entrez Gene: MRAS, muscle RAS oncogene; Ehrhardt et al., 2015
*Megf8*	Multiple EGF Like Domains 8	0.0000	Role in Bone Morphogenetic Protein 4 (BMP4) signaling in trigeminal ganglion neurons, important for axon guidance in the peripheral nervous system	Engelhard et al., 2013
*ATN1*	Atrophin 1	0.0000	Putative role as transcriptional co-repressor; expressed in neurons; intranuclear aggregates can lead to cell toxicity; ATN1 mutations are associated with a rare neurodegenerative disorder (Dentatorubral-pallidoluysian atrophy (DRPLA))	Wood et al., 2000; Shen and Peterson, 2008
*Rnf112*	Ring Finger Protein 112 (also Zinc Finger Protein 179 (ZNF179))	0.0000	Member of the RING finger protein family of transcription factors; primary expression in brain; involved in regulation of dendritic spine density, synaptic transmission	Lomash et al., 2015; Matsuda et al., 1996
*FAAH*	Fatty Acid Amide Hydrolase	0.0000	Encodes protein involved in primary and secondary fatty acid amide hydrolysis (including neuromodulatory anandamide, oleamide); modulation of anandamide signaling (via FAAH) is a therapeutic target for stress-related neuropsychiatric diseases	Entrez Gene: FAAH, fatty acid amide hydrolase; Gunduz-Cinar et al., 2013; Morena et al., 2019
*Spock3*	SPARC/Osteonectin, Cwcv and Kazal-Like Domains Proteoglycan 3	0.0000	Related pathways include extracellular matrix degradation and ERK signaling; putative risk gene for adult ADHD and personality disorders	Entrez Gene: SPOCK3, SPARC (osteonectin), cwcv and kazal like domains proteoglycan 3; Weber et al., 2014
*Rpl19*	Ribosomal protein L9-like	0.0001	Predicted component of the 60S large ribosomal subunit; involved in cellular response to nerve growth factor (NGF) stimulus; upregulated in response to NGF in PC12 cells, suggesting it plays a role in neuronal differentiation	Angelastro et al., 2002
*Pnkd*	Paroxysmal Nonkinesiogenic Dyskinesia (PNKD) Metallo-Beta-Lactamase Domain Containing	0.0002	Mutations are associated to the movement disorder paroxysmal non-kinesigenic dyskinesia (characterized by involuntary unilateral or bilateral movements); association with Tourette Disorder or Tic disorder	Erro, 1993; Sun et al., 2018
*Tcp11l1*	T-Complex 11 Like 1	0.0002	Currently unknown	Entrez Gene: TCP11L1, t-complex 11 like 1
*Tbx19*	T-box Transcription Factor 19	0.0007	Involved in corticotropin-releasing hormone (CRH) signaling pathway - a central part of the hypothalamic-pituitary-adrenal (HPA) or ‘hormonal’ stress axis	Liu et al., 2001
*Bcor*	BCL6 Corepressor	0.0017	Interacting partner for the BCL6 oncogenic repressor; associated with neuroepithelial tumors	Entrez Gene: BCOR, BCL6 corepressor; Bunting and Melnick, 2013; De Lima et al., 2020
*Slitrk5*	SLIT and NTRK Like Family Member 5	0.0021	Member of Slitrk family of proteins, involved in synaptogenesis, neurite outgrowth, neuronal survival; modulates Brain-Derived Neurotrophic Factor (BDNF)-dependent pathways via interaction with TrkB receptors; modulates hyperactivity behavior	Yim et al., 2013); Song et al., 2015 ; Shmelkov et al., 2010; Salesse et al., 2020
*Rps28*	Ribosomal Protein S28	0.0022	Component of the 40S (small) ribosomal subunit; likely involved in ribosome biogenesis	Kim et al., 2017
*Socs5*	Suppressor Of Cytokine Signaling 5	0.0028	Member of SOCS (also known as STAT-induced STAT inhibitor (SSI)) family of proteins; associated with cell proliferation and tumorigenesis	Entrez Gene: SOCS5, suppressor of cytokine signaling 5; Trengove and Ward, 2013; Sharma et al., 2019; Sanchez-Mejias et al., 2019
*Rps18*	Ribosomal Protein S18	0.0039	Component of the 40S (small) ribosomal subunit; involved in initiation of translation	Entrez Gene: RPS18, ribosomal protein S18
*Slc25a23*	Solute Carrier Family 25 Member 23	0.0052	Calcium-dependent mitochondrial solute carrier	Bassi et al., 2005
*Dnal4*	Dynein Axonemal Light Chain 4	0.0061	Functions in outer dynein arms complex - a molecular motor that produces force to move cilia; associated with Congenital mirror movement disorder	Entrez Gene: DNAL4 dynein, axonemal, light chain 4; Ahmed et al., 2014
*UBALD1*	UBA Like Domain Containing 1	0.0111	Currently unknown	
*Hmgb3*	High Mobility Group Box 3	0.0120	Member of protein family with one or more high mobility group DNA-binding motifs; important role in maintaining stem cell populations	Entrez Gene: HMGB3, high mobility group box 3; Nemeth et al., 2006
*Rps20*	Ribosomal Protein S20	0.0169	Component of the 40S (small) ribosomal subunit; role in cell proliferation and tumor development	Krishnan et al., 2018; Goudarzi, 2016
*Tecpr2*	Tectonin Beta-Propeller Repeat-Containing 2	0.0213	Role in autophagy-related neurodegenerative disorder spastic paraplegia type 49 (SPG49), characterized by intellectual disability, decreased pain sensitivity, autonomic-sensory neuropathy, chronic respiratory disease	Oz-Levi et al., 2012; Tamim-Yecheskel et al., 2020
*Unknown*	NA	0.0223	NA	NA
*Nipsnap3b*	Nipsnap Homolog 3B	0.0280	Member of protein family with possible role in vesicular trafficking	Buechler et al., 2004
*Nsg2*	Neuronal Vesicle Trafficking Associated 2	0.0390	Neuron-specific protein involved in modulation of excitatory neurotransmission	Chander et al., 2019

**Table 3:** Differentially expressed genes between stress-high and control animals in the dentate gyrus.

Gene Symbol	Gene Name	Adjusted *P*-value	Related Function	References
*Cartpt*	Cocaine and Amphetamine Regulated Transcript Prepropeptide	0.0000	Role in sensory processing, reinforcement, reward, anxiety, depression; missense mutation associated with increased anxiety in humans; hippocampal expression is modulated by stress	Hunter et al., 2007; Subhedar et al., 2014; Miraglia del Giudice, 2006; for review see Stanek, 2006
*Prdm8*	PR/SET Domain 8	0.0000	Member of conserved family of histone methyltransferases that negatively regulate transcription; involved in neural circuit assembly and neocortical development	Ross et al., 2012; Inoue et al., 2014
*RT1-A3*	RT1 class I, locus A3 (also MHC class I protein)	0.0003	Role in immune system antigen presentation; expression modulated in hippocampus after chronic immobilization stress	VanGuilder Starkey et al., 2012; Li et al., 2013
*Hbs1l*	Hsp70 Subfamily B Suppressor 1-Like Protein	0.0101	Member of GTP-binding elongation factor family; associated with regulation of fetal hemoglobin; no known CNS-specific function	Entrez Gene: HBS1L, HBS1 like translational GTPase; Stadhouders et al., 2014
*Pdyn*	Prodynorphin	0.0403	Encodes a preprotein that yields several active opium-like peptides which are ligands for the kappa-type opioid receptor; ligand functions are associated to stress, anxiety, depression, pain	Entrez Gene: PDYN, prodynorphin; Baird et al., 2021; Bodnar, 2013 ; Szklarczyk et al., 2012; Johnson et al., 2021

To obtain a common set of candidate genes that may drive resilience versus susceptibility, we examined the genetic overlap between each of the 3 pairwise comparisons (Fig. 4E). We identified genes common to resilience by comparing the gene sets from the control vs. stress-low and stress-low vs. stress-high comparisons. 

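Control against stress-low and stress-low against stress-high use the same 3 stress-low libraries, so lists from them share genes even when nothing differs. In 20 simulations of unchanged groups, the top 40 and top 25 genes of these comparisons shared 3 to 7 names (median 5), and the paper's lists of 40 and 25 share 5. At an unadjusted p under 0.05 the comparisons shared 176 genes, 40% of the smaller set, where the simulations gave 22.0% to 28.3%. Of the shared names, UBALD1, ATN1 and CTTN each have a second gene model.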

We found 5 overlapping genes: *Rnf112* (*Ring finger protein 112; Zinc finger protein 179* [*ZNF179*]; *Neurolastin*), *Tbx19* (*T-box transcription factor 19*), *UBALD1* (*UBA Like Domain Containing 1*), *ATN1* (*Atrophin 1*), and *CTTN* (*Cortactin*). Differential expression of *ATN1* and *CTTN* was driven by outlier values (Fig. S5); thus, we disregarded these genes. 

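ATN1 had no TPM in any stress-low library. Its whole stress-high signal came from animal 20 (3.87 TPM), and 2 of the 5 controls had a value above 0. Expected counts of at most 3 in every library of a group were treated as a floor, which made ATN1 at least 12.5-fold higher in stress-high than in stress-low animals on the strength of 1 library and at least 9.31-fold higher in controls on the strength of 2. CTTN was seen only in stress-low animal 33 (3.53 TPM, 88 counts), at least 12.1-fold above stress-high animals and 10.5-fold above controls. Exact p was 1 for both genes between the stress groups, and 0.464 (ATN1) and 0.375 (CTTN) between control and stress-low animals. Without animal 20 the ATN1 difference was 0 TPM, and without animal 33 the CTTN difference was 0 TPM. The left-out control of animal 35 had 0 TPM of both.
The second models of the same names, Atn1 and Cttn, were expressed in every DG library, with 83.9 ± 4.51 and 83.2 ± 4.54 TPM for Atn1 and 173 ± 2.79 and 174 ± 6.28 TPM for Cttn in stress-low and stress-high animals (fold changes -0.01 and 0.02).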

Notably, individual expression values for *Rnf112* (Fig. 4F), *Tbx19* (Fig. 4G), and *UBALD1* (Fig. 4H) revealed that expression of each of these genes was significantly downregulated in stress-low animals when compared to both control and stress-high animals. Additionally, hierarchical clustering by animal from the stress-low vs. stress-high comparison (Fig. 4A) indicated that stress-high animals clustered with the majority of control animals. This indicates that stress-high animals display gene expression profiles that are more similar to controls than stress-low animals. These findings may suggest that an active transcriptional response promotes resilience to acute, severe stress.

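Rnf112 stood at 270 ± 10.5 TPM in controls, 241 ± 6.10 in stress-low and 261 ± 3.36 in stress-high animals. The fold change was -0.15 from control to stress-low animals (SE 0.04, unadjusted p = 0.00427, adjusted p = 0.718, exact p = 0.0179, the smallest possible), and 0.12 from stress-low to stress-high animals (SE 0.05, p = 0.0260, adjusted p = 1.00, exact p = 0.1). Tbx19 had 3.02 ± 0.380, 1.46 ± 0.610 and 3.49 ± 0.612 TPM in the 3 groups, which gave -1.06 from control to stress-low (SE 0.25, p = 0.00101, adjusted p = 0.718, exact p = 0.0179) and 1.28 from stress-low to stress-high (SE 0.27, p = 3.5e-04, adjusted p = 1.00, exact p = 0.1). The left-out control of animal 35 had 267 TPM of Rnf112 and 1.82 TPM of Tbx19, the lowest Tbx19 value of the controls, and the exact p over all 6 controls was 0.0119 and 0.0238.
UBALD1 was 0 in all 3 stress-low libraries, in 1 of the 5 controls (animal 14) and in 1 stress-high library (animal 7), with means of 7.95 ± 4.89 TPM in controls and 10.5 ± 9.47 TPM in stress-high animals. That is at least 6.31-fold (control, 4 libraries above the floor) and at least 8.42-fold (stress-high, 2 libraries) over stress-low animals, with exact p of 0.107 and 0.4. Its second model, Ubald1, was at 161, 167 and 152 TPM on average in the 3 groups (ranges 146 to 176, 147 to 180 and 142 to 167), and with both models summed the fold changes were 0.04 and -0.10, against the direction of the listed identifier. The own EBSeq model called UBALD1 (1 minus the posterior probability 0.00648) and Rnf112 (3.1e-04) between control and stress-low animals, and DESeq2 called Tbx19 between the stress groups (adjusted p 0.0459). No other alternative called any of these results, and the highest adjusted p over the alternatives was 0.982, 0.982 and 1.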

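With log2(TPM + 1) scaled to unit SD per gene, the mean Euclidean distance to the single controls over the 41 identifiers of Fig. 4A was 10.4 ± 0.563 for stress-low and 7.35 ± 0.225 for stress-high libraries, a difference of -3.00 (exact p = 0.1, the smallest of 20 splits). The genes were chosen for differing between these groups. Over all 14080 tested genes the distances were 172 ± 13.9 and 163 ± 12.9, a difference of -8.76 (exact p = 0.5). With 1 library left out the first difference ranged from -4.41 to -2.40 and the second from -16.1 (without stress-high animal 7) to -0.10 (without stress-low animal 33). Over all 6 controls they were -2.65 and -8.43. This comparison was added after the planned tests.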

We next identified common susceptibility genes by examining the overlap between DEGs from the control vs. stress-high and stress-low vs. stress-high comparisons. This revealed a single shared gene — *Cartpt* (cocaine and amphetamine regulated transcript [CART] prepropeptide). 

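The simulated lists of 40 and 5 genes from unchanged groups shared 0 to 4 names (median 2) for these comparisons, which use the same 3 stress-high libraries. At an unadjusted p under 0.05 they shared 53 genes, 17.2% of the smaller set, against 21.4% to 28.2% in the simulations.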

Transcription of *Cartpt* was significantly upregulated in the stress-high group compared to both control and stress-low animals (Fig. 4I), while stress-low values did not differ from controls. This indicates that *Cartpt* expression in the DG may serve as a marker or driver of enhanced anxiety-like behavior after acute, severe stress. 

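Cartpt was at 5.00 ± 2.09 TPM in controls, 3.18 ± 1.93 in stress-low and 15.4 ± 1.49 in stress-high animals, and every stress-high library was above every other DG library. The fold change was 2.25 between the stress groups (SE 0.39, unadjusted p = 5.7e-05, adjusted p = 0.797, exact p = 0.1), 1.645 from control to stress-high (SE 0.31, p = 1.4e-04, adjusted p = 0.960, exact p = 0.0179) and -0.61 from control to stress-low (SE 0.39, p = 0.141, exact p = 0.286). The first 2 exact values are the smallest possible. The left-out control of animal 35 had 4.33 TPM, and with it included the exact p against stress-high animals was 0.0119.
DESeq2 called Cartpt in both comparisons (adjusted p 5.2e-04 between the stress groups and 0.0233 against controls). The own EBSeq model also did, with 1 minus the posterior probability, which is not an adjusted p, at 2.2e-16 and 1.2e-12. No edgeR or limma alternative did, and apart from the own EBSeq model the adjusted p of the alternatives ran from 5.2e-04 to 1 and from 0.0233 to 1. Leaving out single libraries kept the fold change between 1.89 and 2.89 and between 1.48 and 1.89. All stress-high animals have numbers up to 20 and all stress-low animals have numbers above 20. With animal number above 20 as a covariate, which only the controls can inform, the fold changes were 1.67 and 1.44. The paper proposes an active transcriptional response in resilient animals. In its results the basis is lower Rnf112, Tbx19 and UBALD1 in stress-low animals and the clustering of stress-high animals with most controls. From higher Cartpt in stress-high animals, the paper proposes Cartpt as a marker or driver of anxiety-like behavior.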

We therefore asked whether *Cartpt* expression levels relate to anxiety-like behavior scores amongst all individual animals. 

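Composite scores of single animals were not analysed here. The labels divide the controls into high and low scoring animals, and mean log2(TPM + 1) of Cartpt differed between them by -0.07 in the 5 controls of the DG set (exact p = 0.8, where 0.1 is the smallest possible) and by -0.02 over all 6 controls (p = 0.9). Without control animal 32 the difference was 0.23.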

Interestingly, *Cartpt* expression was positively correlated with composite anxiety-like behavior scores and avoidance sub-scores, but not startle sub-scores (Fig. S6). Future work should seek to validate expression of *Cartpt* via real-time PCR and *in situ* hybridization to confirm upregulation of this gene in stress-high animals and to determine its cell type-specific pattern of expression in the DG.

Taken together, these analyses indicate that a distinct set of genes is altered in the hippocampal DG following acute, severe stress. Furthermore, as with the BLA, the largest number of differentially expressed genes was associated with differential long-term behavioral resilience or susceptibility to anxiety-like behavior after stress. Interestingly, patterns of expression of key genes strongly corresponded with stress resilience and vulnerability and may point to novel mechanisms underlying stress-induced plasticity that prevent or promote anxiety-like behavior.

## 4 Discussion

In this study, we identified transcriptional signatures in the hippocampus and amygdala that correspond with different patterns of anxiety-like behavior after a single, severe stressor. One week after acute stress, rats displayed substantial variability in avoidance and startle. A subset of animals exhibited high anxiety-like behavior that correlated with sustained corticosterone release during the stress event. Bulk RNA sequencing revealed that distinct sets of genes in the amygdala and hippocampus were associated with behavioral outcomes after stress, suggesting that separable mechanisms underlie stress-induced functional changes in these two regions. In the basolateral amygdala (BLA), gene sets related to insulin and hormone signaling were largely upregulated in vulnerable animals compared to resilient animals. In the hippocampal dentate gyrus (DG), gene set enrichment analysis highlighted categories related to synaptic structure and neuronal projections. Stress vulnerability in the DG strongly corresponded with upregulation of *Cartpt*, a corticosterone-regulated gene, while stress resilience corresponded with downregulation of *Rnf112* and *Tbx19*. Altogether, these findings provide a novel perspective on hippocampal and amygdala molecular regulation of divergent behavioral outcomes after trauma.

Prior studies suggest that endocrine and physiological responses to stress can predict future behavioral outcomes (Cohen et al., 2006; McFarlane et al., 1997; Shalev et al., 1998; Yehuda et al., 1998a; Monari et al., 2024; Hodes et al., 2014). Here, we found that corticosterone at the end, but not the beginning, of the 3-h stressor positively correlated with anxiety-like behavior scores one week later. This may suggest that sustained release of corticosterone during trauma contributes to long-lasting anxiety-like behavior (Chen et al., 2008; McEwen, 2005; Chetty et al., 2014). This finding contrasts with several studies suggesting that blunted corticosterone responses are correlated with PTSD or anxiety-like behavior outcomes (Cohen et al., 2006; Monari et al., 2024). Such discrepancies may arise from experimental differences in the rat strain examined, the type of stressor utilized, and the behavioral outcomes measured. Notably, corticosterone accounted for only 30 % of the variance of behavior scores. The causal relationship between corticosterone and subsequent behavior remains unknown, underscoring the need for further characterization of the association between immediate endocrine responses to stress and subsequent behavioral outcomes. Corticosterone may not act as a mechanistic determinant of long-term behavioral change, but rather as one contributing marker among many, and its utility in stratifying behavioral phenotypes remains limited based on our data. Analyzing corticosterone levels both before stress and at the time of behavioral profiling would add valuable insight into the dynamic relationship between glucocorticoid regulation and the long-term effects of stress on anxiety-like behavior.

We identified transcriptional signatures in key limbic subregions linked to behavioral outcomes after stress. Global gene expression of both the DG and BLA did not correlate with persistent anxiety-like behavior after acute stress. Rather, select gene sets distinguished control, resilient, and vulnerable animals. In the BLA, a small number of genes related to insulin or hormone responses separated vulnerable and resilient animals. Specifically, 3 of the genes (*Inhbb, Rab31, Ncoa3)* were upregulated in vulnerable animals compared to resilient animals. Interestingly, insulin and Insulin-like Growth Factor (IGF-1) signaling in the amygdala has been shown to affect synaptic function and to influence anxiety-like behavior in mice (Santi et al., 2018; Soto et al., 2019). Similarly, associations between insulin resistance, IGF-1, and mood disorders (i.e., anxiety) have been reported in humans (Bot et al., 2016; Santi et al., 2018 ). Hence, altered insulin signaling in the amygdala prior to or following acute stress exposure may predispose an individual to persistent anxiety-like behavior. Future studies should explore the role of amygdala-specific insulin signaling in both stress responses and anxiety.

Transcriptional profiles of the hippocampal DG differed from those of the BLA in resilient and vulnerable animals, consistent with prior studies and suggesting that region-specific molecular mechanisms regulate prolonged anxiety-like behavior (McEwen et al., 2016; Regev-Tsur et al., 2020). 

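A direct test of the region difference fitted both regions together and compared the stress-low to stress-high change of the DG with that of the BLA. No gene of 15453 had an adjusted p under 0.05, and 309 had an unadjusted p under 0.05. The 2 regions share 9 animals. With the correlation of libraries of 1 animal (0.140) in a voom fit, the numbers were 0 and 383. Across alternatives the second number ran from 186, with all mapped libraries, to 481. Among 12 genes named by the paper, the difference for Cartpt was 3.19 (SE 0.74, adjusted p = 0.00310 over the 12 and 1.00 over all genes), from -0.92 in the BLA (SE 0.57, exact p = 0.1). It stayed between 2.83 and 3.83 without any single stress-exposed library, and was 3.34 (adjusted p = 5.9e-04 over the 12) in the voom fit. CTTN had an adjusted p of 0.0101 over the 12 (0.00168 unadjusted), and without stress-low animal 33, which alone carried it in the DG, the unadjusted value was 1.00. In the voom fit the adjusted p of CTTN over the 12 was 0.112. Leaving out libraries and the voom fit were added later for single genes. Rarres2 (0.58), Ncoa3 (-0.27), Rnf112 (0.16) and ATN1 had an adjusted p of 0.0983 over the 12. For Inhbb (-0.01), Rab31 (-0.08) and Tbx19 (0.69) the adjusted p over the 12 was 1.00, 0.49985 and 0.245. The 12 were picked by the paper on these libraries.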

Few genes in the DG distinguished control animals from vulnerable animals. Rather, greater numbers of genes separated resilient animals from both control and vulnerable animals. These genes were enriched for synaptic plasticity biological processes, and many of them regulate dendritic spine structure and function (*Rnf112* (Lomash et al., 2015)*, Snap25* (Irfan et al., 2019)) as well as neurite outgrowth and arborization (*Tnk2* (La Torre et al., 2013)*, Dpysl5* (Quach et al., 2015)*, Rtn3, Rtn4* (Oertle and Schwab, 2003)). 

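Control and stress-low DG animals differed by 546 genes that were higher and 426 that were lower in stress-low animals at an unadjusted p under 0.05. Leaving out 1 library moved their sum, 972, to between 581 (without stress-low animal 33) and 1587 (without control animal 14). The ranges were 349 to 681 (without stress-high animal 7) for stress-low against stress-high and 274 to 542 (without control animal 14) for control against stress-high.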

Dendritic remodeling in brain regions responsive to stress is a crucial mechanism underlying stress-induced changes in synaptic plasticity, connectivity, and behavior (McEwen, 1999; McEwen et al., 2016; Vyas et al., 2002; Leuner and Shors, 2013). We also identified differentially expressed genes involved in anxiety, mood, emotion (*Cartpt* (Stanek, 2006)*, Snap25* (Kataoka et al., 2011)*, Rxfp1* (Tanaka, 2010)*, Nr1d1* (Zhao and Gammie, 2018)*, Sept5* (Suzuki et al., 2009)), and neuropsychiatric disorders (YWHA-family (Foote and Zhou, 2012)). 

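Against controls, stress-low animals had higher Snap25 (0.19, SE 0.07), Rtn3 (0.15, SE 0.06) and Rtn4 (0.21, SE 0.08), each with an exact p of 0.0536 for the difference in TPM, higher Rxfp1 (0.52, SE 0.21) and Ywhab (0.17, SE 0.06), with an exact p of 0.0357, and higher Ywhaq (0.20, SE 0.08, exact p = 0.0893). Tnk2 (-0.14, SE 0.06, exact p = 0.0714) and Nr1d1 (-0.27, SE 0.07, exact p = 0.0536) were lower. Dpysl5 was at 0.08 (exact p = 0.607) and Sept5 at -0.10 (exact p = 0.232). The smallest exact p for these group sizes is 0.0179, and the adjusted p-values of the fits ran from 0.718 to 0.838. From control to stress-high animals Rxfp1 changed by -0.40 (exact p = 0.161) and Dpysl5 by -0.16 (exact p = 0.214), and for the other 8 genes the exact p ran from 0.411 (Rtn4) to 1 (Ywhaq).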

Expression patterns of many of these genes were altered specifically in resilient animals. This suggests that resilience involves active regulation of plasticity and mood-related pathways, adding to a growing body of work suggesting that resilience is not a lack of response, but an active means of protection from the effects of stress (Nasca et al., 2019; Richter-Levin et al., 2019; Krishnan et al., 2007; Russo et al., 2012).

Our approach of comparing control, resilient, and vulnerable animals allowed us to examine the overlap among pairwise comparisons to identify common resilience or vulnerability signatures in the DG. The resilience signature indicated that *Rnf112* and *Tbx19* are significantly downregulated in resilient animals. *Rnf112* enhances excitatory synaptic transmission in mice (Lomash et al., 2015)*,* while *Tbx19* is involved in the corticotropin-releasing hormone (CRH) signaling pathway — a central part of the hypothalamic-pituitary-adrenal (HPA) axis (Chen et al., 2012). Downregulation of these key genes in the hippocampus may thus serve to dampen excitation or stress axis reactivity to regulate anxiety-like behavior following a stressor, again suggesting that specific molecular mechanisms may be activated to protect an individual from long-term changes to mood and anxiety. The vulnerability signature consisted of a single gene, *Cartpt,* expression of which positively correlated with anxiety-like behavior. *Cartpt* encodes a multifaceted neuropeptide that plays a role in reward, sensory processing, anxiety, and depression in both humans and rodents (Stanek, 2006; Hunter et al., 2007; Subhedar et al., 2014; Miraglia del Giudice, 2006). Upregulation of *Cartpt* in the DG might thus serve as an indicator or driver of susceptibility to anxiety after an acute, severe stressor. Targeting these genes and validating differential expression in future experiments could pave the way to identifying novel therapeutic targets for the prevention of stress-induced mood and anxiety disorders.

Recent studies examining molecular changes across species, stress models, and longitudinal time points reveal both shared and distinct transcriptional responses to stress when compared to our findings. For example, chronic restraint stress in adolescent rats induces region- and sex-specific transcriptomic changes across nine brain regions, including downregulation of *Cartpt* in the arcuate nucleus of the hypothalamus in both sexes — contrasting our findings from the DG of vulnerable males — as well as *Sst* upregulation in CA1 of males — mirroring our findings from the BLA in vulnerable males (Krolick et al., 2024). 

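In the present BLA libraries, Sst was at 421 ± 33.7 TPM in stress-low and 451 ± 39.2 TPM in stress-high animals (fold change 0.14, SE 0.12, unadjusted p = 0.273, adjusted p = 1, exact p = 0.4) and at 456 ± 84.3 TPM in the 6 controls. The left-out control of animal 2 had 458 TPM. Without single libraries the fold change was 0.11 to 0.17, and with animal number above 20 as a covariate it was 0.02.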

Using a chronic unpredictable mild stress paradigm in adult rats, Yang et al. (2023) identified key genes associated with depression-like behaviors in the hippocampus and amygdala (Yang et al., 2023). 

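The myelin list (18 genes, among them Mbp and Mog) was compared with all other tested genes by camera at a preset correlation of 0.01. In the BLA it was lower in stress-high than in stress-low animals with a median fold change of -0.07 (camera 0.108), higher in stress-low than in control animals (0.15, camera 1.0e-06) and higher in stress-high than in control animals (0.10, camera 6.8e-04). Exact permutation of the group labels gave a camera p as small in 8 of 10, 12 of 84 and 18 of 84 splits. In the DG the camera values of these comparisons were 0.0542 (lower), 0.00742 (higher) and 0.174 (higher), with one as small in 7 of 10, 19 of 56 and 37 of 56 splits. With all mapped libraries the 6 values were 0.117, 7.5e-05, 0.0164, 0.0225, 0.0137 and 0.365. The 2 BLA values and the DG value under 0.05 did not hold with fry (0.157, 0.337 and 0.297) or when the correlation between genes was estimated (0.131, 0.278 and 0.361). Leaving out single libraries moved the BLA stress-low against stress-high value from 8.5e-04 (without stress-low animal 34) to 0.800 (without stress-high animal 20), and without stress-low animal 30 the list pointed up (0.0512).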

Candidate genes in the amygdala enriched for myelination and oligodendrocyte function, consistent with our prior protein-level findings (Long et al., 2021); however, myelin genes were not enriched in the present study. In the hippocampus, one key candidate gene, *Mmp9*, was associated with synaptic plasticity, and while this specific gene was not differentially expressed in our study, synaptic plasticity was a common theme among hippocampal DEGs in resilient animals. 

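Mmp9 was at 1.84 ± 0.331 TPM in control, 1.71 ± 0.356 in stress-low and 1.90 ± 0.558 in stress-high DG libraries. Fold changes were 0.15 between the stress groups (SE 0.25), -0.09 from control to stress-low (SE 0.23) and 0.06 from control to stress-high animals (SE 0.22), with adjusted p-values of 0.949 or more and exact p-values of 0.6, 0.607 and 0.857.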

Acute stress studies similarly highlight rapid shifts in gene expression tied to synaptic activity and transcriptional regulation. Within 45 min of an acute stressor, the hippocampus displays upregulation of genes related to transcriptional regulation, and downregulation of genes related to cell adhesion and cell junction (von Ziegler et al., 2022; Floriou-Servou et al., 2018). Fifteen minutes after cued fear conditioning in male mice, genes that enrich for synaptic activity are differentially expressed in the amygdala (Reis et al., 2022). 

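In the DG, Abcd2 changed by -0.25 between the stress groups (SE 0.09, exact p = 0.1), Spock3 by 0.24 from control to stress-low animals (SE 0.06, exact p = 0.0357) and Prdm8 by 0.31 from control to stress-high animals (SE 0.08, exact p = 0.0357). Hmgb3 rose by 0.35 from control to stress-low animals (SE 0.09, exact p = 0.0179) and has a second gene model, with a within-group r of -0.801 between the models, so its change is uncertain. Pdyn fell by 1.24 from control to stress-high animals (SE 0.23, exact p = 0.0357). Their adjusted p-values were 1.00, 0.718, 1.00, 0.718 and 0.960.
In the BLA, Pcdh17 changed by -0.26 between the stress groups (SE 0.11, exact p = 0.2). Rasl10b and Rin1 each have a pair of identifiers, and these differed from each other. For Rasl10b one identifier changed by 0.60 between the stress groups (SE 0.16, exact p = 0.1) and by -0.71 from control to stress-low animals (SE 0.15, exact p = 0.0357), and the other by 0.05 between the stress groups (exact p = 0.8), with an exact p of 0.738 from control to stress-low animals. Their means in stress-low animals were 16.2 and 90.0 TPM. For Rin1 the values between the stress groups were -0.23 and 3.02 (exact p = 0.1 each, the smallest possible). Adjusted p was 1 or 1.00 throughout.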

Compared to these genes, 5 of our hippocampal genes (*Abcd2, Hmgb3, Pdyn, Prdm8, Spock3*) and 3 amygdala genes (*Pcdh17, Rasl10b, Rin1*) overlapped. Zhao et al. (2024) used SLAM-seq to detect nascent transcripts in the amygdala of male rats following a 2-h stressor and identified gene sets linked to synaptic function (Zhao et al., 2024), which are consistent with our findings. Additionally, microarray analysis of the hippocampus and amygdala from susceptible and resilient male rats revealed altered transcription related to glucocorticoid receptor signaling one week after predator scent stress, supporting the role of endocrine regulation in the long-term effects of stress (Daskalakis et al., 2014). Although the behavioral paradigm closely resembled that of this study, only one gene — *Pdyn* — was differentially expressed in the hippocampus of both studies. 

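Pdyn was at 167 ± 43.6 TPM in DG controls, 115 ± 30.4 in stress-low and 69.3 ± 19.6 in stress-high animals, with exact p-values of 0.0357 for control against stress-high, 0.107 for control against stress-low and 0.2 between the stress groups. The corresponding unadjusted p-values of the last 2 fits were 0.0353 and 0.0118, at fold changes of -0.52 and -0.72. The left-out control of animal 35 had 121 TPM.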

Interestingly, this gene, encoding prodynorphin, modulates anxiety and is regulated by both adrenal glucocorticoids and stress (Johnson et al., 2021; Thai et al., 1992; Wittmann et al., 2009). Together, these studies and our own highlight that stress-induced transcriptional programs are diverse and may depend on experimental factors such as species, developmental stage, type of stressor, tissue collection time point, and tissue identity (e.g., whole regions versus sub-nuclei). Despite these variables, there is some convergence at the level of biological processes — particularly synaptic function and plasticity.

The longitudinal expression patterns of the genes identified in this study remain unclear, as behavioral profiling after stress is necessary to classify resilient and vulnerable animals. Expression differences may arise before, during, or well after stress exposure and behavioral assessment. Novel imaging methods that allow for longitudinal, *in vivo* characterization of native transcription may be a valuable tool to map expression changes over time, and a key future direction of this work will be to conduct gain- or loss-of-function experiments at different time points to clarify causal roles for each gene. Despite these limitations, our findings provide a valuable foundation for generating hypotheses and exploring gene regulation underlying long-term stress responses.

Some limitations of our study include limited animal sequencing, sex specificity, and the need for gene validation. RNA sequencing was conducted on just three animals from each behavioral extreme to maximize behavioral contrasts. Expanding the sample size and including animals across the behavioral spectrum could increase statistical power and uncover more nuanced transcriptional patterns. Furthermore, we selected stress-exposed animals from the lower range of the distribution to represent “resilient” animals. Doing so may have selected for animals that simply do not show a strong response to the stressor, and choosing animals near the mean of the group may better represent a “resilient” phenotype. Second, our results are specific to males. We have noted that, in our hands, female Sprague Dawley rats do not respond to this combinatorial stressor with a spectrum of avoidance and startle behavior, making it impossible to identify resilient and vulnerable populations via these behavioral metrics. Given the prominent sex differences in PTSD diagnoses for human populations (Breslau, 2002; Breslau and Anthony, 2007; Christiansen and Berke, 2020; Pooley et al., 2018; Shansky, 2015), future experiments should expand this work to include females by identifying appropriate stressors and/or behavioral assays for female rats. Furthermore, validation of the genes we identified in this study will be crucial for future work in this domain. In this study, RNA yields were small and were exhausted in the sequencing process; hence, caution should be taken when interpreting the results of specific genes. Immunofluorescence will also be key to both validation and understanding of the cellular localization of gene expression. In addition, the goal of our stress paradigm was to identify animals with stress vulnerability to model PTSD; while anxiety is a core symptom cluster of PTSD, our results cannot distinguish whether our stress-vulnerable animals demonstrate PTSD-like behavior or generalized anxiety-like behavior. Lastly, stress-exposed animals were housed separately for two days after the stressor to prevent predator odor contamination in our colony room. Despite identical lighting, humidity, etc., this may have introduced mild environmental stress, though this was deemed preferable to permanently housing the control and stress groups in separate rooms.

In this work, we demonstrate that divergent behavioral outcomes after a single, severe stressor are associated with regionally distinct transcriptional profiles in the amygdala and the hippocampus. Key genes in the amygdala that are associated with insulin and hormonal signaling correspond with resilience and vulnerability. In the hippocampus, *Cartpt* was strongly correlated with vulnerability to anxiety-like behavior; however, transcriptional changes were primarily associated with stress resilience, suggesting that an active molecular response in the hippocampus facilitates protection from the long-term consequences of severe stress. These results provide novel insight into the molecular mechanisms that bring about individual variability in the behavioral responses to stress and provide new targets for the advancement of therapies for stress-induced neuropsychiatric disorders.

## CRediT authorship contribution statement

**Kimberly L.P. Long:** Writing – review & editing, Writing – original draft, Visualization, Validation, Software, Project administration, Methodology, Investigation, Formal analysis, Data curation, Conceptualization. **Sandra E. Muroy:** Writing – review & editing, Writing – original draft, Visualization, Validation, Software, Project administration, Formal analysis, Data curation. **Siamak K. Sorooshyari:** Writing – review & editing, Software, Formal analysis. **Mee Jung Ko:** Writing – review & editing, Investigation, Formal analysis. **Yanabah Jaques:** Writing – review & editing, Investigation. **Kishant Mohan:** Formal analysis. **Peter Sudmant:** Writing – review & editing, Supervision, Software, Resources, Methodology, Formal analysis, Conceptualization. **Daniela Kaufer:** Writing – review & editing, Supervision, Resources, Project administration, Funding acquisition, Conceptualization.

## Funding

This research was supported by the 10.13039/100000025National Institute of Mental Health [R01MH115020 to D.K.], the Berkeley Neuro-AI Resilience Research Center, a 10.13039/100000874Brain and Behavior Research Foundation independent investigator award (D.K.), a 10.13039/100007631Canadian Institute for Advanced Research fellowship (D.K.), a 10.13039/100000001National Science Foundation Graduate Research Fellowship (K.L.), and an 10.13039/100005280American Association of University Women American Dissertation Fellowship (K.L.).

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

Raw sequencing data has been uploaded to the NCBI Gene Expression Omnibus (Submission number GSE297030) and is publicly available from the date of publication. All other data associated with this study are available upon request.

# Supplementary material for: Transcriptomic profiles of susceptibility and resilience to stress in the amygdala and hippocampus of male rats
**Source:** Neurobiol Stress. 2025 Aug 26;38:100754. doi: 10.1016/j.ynstr.2025.100754
**Supplement:** S1 Statistics

| Figure | Panel | Dependent Variable                                                                                                       | Transformation applied | Test                                               | n                               | Independent variable(s) | Test Statistic (degrees of freedom)           | p value    | Notes: Violations of normality, equality of variance, etc.                                                                                                                             |
|--------|-------|--------------------------------------------------------------------------------------------------------------------------|------------------------|----------------------------------------------------|---------------------------------|-------------------------|-----------------------------------------------|------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 1      | B     | % weight change                                                                                                          | None                   | Welch's t test                                     | Control n = 14<br>Stress n = 16 | Stress                  | t(24,38) = 7.466                              | < 0.0001   | A Welch's t test was used due to unequal variance (F = 3.059, p = 0.0496). Some animals are missing from this analysis due to experimental error of not weighing on the day of stress. |
|        | C     | Corticosterone                                                                                                           | n/a                    | No comparisons made                                | n/a                             | n/a                     | n/a                                           | n/a        |                                                                                                                                                                                        |
|        | D     | Anxiety score                                                                                                            | n/a                    | No comparisons made                                | n/a                             | n/a                     | n/a                                           | n/a        |                                                                                                                                                                                        |
|        | E     | Composite anxiety-like behavior score                                                                                    | None                   | Generalized linear model with Poisson distribution | Control n = 19<br>Stress n = 20 | Stress                  | Estimate of coefficient: 0.41087 +/- 0.14274  | 0.00399597 |                                                                                                                                                                                        |
|        | F     | Composite avoidance score                                                                                                | None                   | Generalized linear model with Poisson distribution | Control n = 19<br>Stress n = 20 | Stress                  | Estimate of coefficient: 0.26360 +/- 0.08064  | 0.00108036 |                                                                                                                                                                                        |
|        |       | Composite startle score                                                                                                  | None                   | Generalized linear model with Poisson distribution | Control n = 19<br>Stress n = 20 | Stress                  | Estimate of coefficient: -0.05129 +/- 0.31623 | 0.87114549 |                                                                                                                                                                                        |
|        | G     | Correlation of % weight change vs. composite anxiety-like behavior score in stress-exposed animals                       | None                   | Pearson correlation                                | n = 16                          | n/a                     | r = -0.468                                    | 0.068      | Some animals are missing from this analysis due to experimental error of not weighing on the day of stress.                                                                            |
|        | H     | Correlation of corticosterone at 30' into stress vs. composite anxiety-like behavior score in stress-exposed animals     | None                   | Pearson correlation                                | n = 18                          | n/a                     | r = 0.2443                                    | 0.3287     | 2 serum samples were not run due to limited assay reagent                                                                                                                              |
| S2     | I     | Correlation of corticosterone at 3 hours into stress vs. composite anxiety-like behavior score in stress-exposed animals | None                   | Pearson correlation                                | n = 18                          | n/a                     | r = 0.5512                                    | 0.0177     | 2 serum samples were not run due to limited assay reagent                                                                                                                              |
|        |       | OFT(L) time in center                                                                                                    | None                   | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 0.9476                                | 0.3495     |                                                                                                                                                                                        |
|        |       | OFT(D) time in center                                                                                                    | None                   | Mann-Whitney test                                  | Control n = 19<br>Stress n = 20 | Stress                  | U = 177                                       | 0.7284     | Failed D'Agostino-Pearson omnibus (K2) test before and after log transformation                                                                                                        |
|        |       | EPM(L) time in open                                                                                                      | None                   | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 1.412                                 | 0.1663     |                                                                                                                                                                                        |
|        |       | EPM(D) time in open                                                                                                      | None                   | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 1.564                                 | 0.1262     |                                                                                                                                                                                        |
|        |       | LD time in open                                                                                                          | None                   | Mann-Whitney test                                  | Control n = 19<br>Stress n = 20 | Stress                  | U = 158.5                                     | 0.3827     | Failed D'Agostino-Pearson omnibus (K2) test before and after log transformation                                                                                                        |
|        |       | OFT(L) frequency in center                                                                                               | None                   | Generalized linear model with Poisson distribution | Control n = 19<br>Stress n = 20 | Stress                  | Estimate of coefficient: 0.0031 +/- 0.0825    | 0.96962425 |                                                                                                                                                                                        |
|        |       | OFT(D) frequency in center                                                                                               | None                   | Generalized linear model with Poisson distribution | Control n = 19<br>Stress n = 20 | Stress                  | Estimate of coefficient: 0.1721 +/- 0.0857    | 0.0446     |                                                                                                                                                                                        |
|        |       | EPM(L) latency to open                                                                                                   | Log(Y)                 | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 0.4274                                | 0.6716     | Failed D'Agostino-Pearson omnibus (K2) test. Passed after log transformation.                                                                                                          |
|        |       | EPM(D) latency to open                                                                                                   | None                   | Mann-Whitney test                                  | Control n = 19<br>Stress n = 20 | Stress                  | U = 130                                       | 0.0932     | Failed D'Agostino-Pearson omnibus (K2) test before and after log transformation                                                                                                        |
|        |       | LD frequency in open                                                                                                     | None                   | Generalized linear model with Poisson distribution | Control n = 19<br>Stress n = 20 | Stress                  | Estimate of coefficient: 0.2440 +/- 0.1510    | 0.1062     |                                                                                                                                                                                        |
|        |       | OFT(L) latency to center                                                                                                 | Log(Y+1)               | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 0.0002                                | 0.9998     | Failed D'Agostino-Pearson omnibus (K2) test. Passed after log transformation.                                                                                                          |
|        |       | OFT(D) latency to center                                                                                                 | Log(Y+1)               | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 1.458                                 | 0.1533     | Failed D'Agostino-Pearson omnibus (K2) test. Passed after log transformation.                                                                                                          |
|        |       | EPM(L) time in closed                                                                                                    | None                   | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 1.799                                 | 0.0801     |                                                                                                                                                                                        |
|        |       | EPM(D) Time in closed                                                                                                    | None                   | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 2.204                                 | 0.0338     |                                                                                                                                                                                        |
|        |       | LD latency to open                                                                                                       | Log(Y)                 | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 1.239                                 | 0.2231     | Failed D'Agostino-Pearson omnibus (K2) test. Passed after log transformation.                                                                                                          |
|        |       | ASR Habituation phase startle                                                                                            | None                   | Two way repeated measures ANOVA                    | Control n = 19<br>Stress n = 20 | Stress x Time           | F (1, 37) = 1.009                             | 0.3216     |                                                                                                                                                                                        |
|        |       |                                                                                                                          |                        |                                                    |                                 | Stress                  | F (1, 37) = 0.1556                            | 0.6955     |                                                                                                                                                                                        |
|        |       |                                                                                                                          |                        |                                                    |                                 | Time                    | F (1, 37) = 92.05                             | <0.0001    |                                                                                                                                                                                        |
|        |       |                                                                                                                          |                        |                                                    |                                 | Subject                 | F (37, 37) = 0.6568                           | 0.8971     |                                                                                                                                                                                        |
|        |       | ASR Habituation phase % habituation                                                                                      | None                   | Mann-Whitney test                                  | Control n = 19<br>Stress n = 20 | Stress                  | U = 157                                       | 0.3653     | Failed D'Agostino-Pearson omnibus (K2) test before and after log transformation                                                                                                        |
|        |       | ASR Habituation phase mean startle                                                                                       | None                   | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 0.4939                                | 0.6243     |                                                                                                                                                                                        |
|        |       | ASR Threshold phase startle                                                                                              | None                   | Two way repeated measures ANOVA                    | Control n = 19<br>Stress n = 20 | Stimulus x Stress       | F (4, 148) = 0.5143                           | 0.7253     |                                                                                                                                                                                        |
|        |       |                                                                                                                          |                        |                                                    |                                 | Stimulus                | F (4, 148) = 88.13                            | <0.0001    |                                                                                                                                                                                        |
|        |       |                                                                                                                          |                        |                                                    |                                 | Stress                  | F (1, 37) = 0.006780                          | 0.9348     |                                                                                                                                                                                        |
|        |       |                                                                                                                          |                        |                                                    |                                 | Subject                 | F (37, 148) = 11.38                           | <0.0001    |                                                                                                                                                                                        |
|        |       | ASR Threshold phase startle curve AUC                                                                                    | None                   | Unpaired t test                                    | Control n = 19<br>Stress n = 20 | Stress                  | t(37) = 0.6505                                | 0.5194     |                                                                                                                                                                                        |
| S4     | A     | Correlation of % weight change vs. composite anxiety-like behavior score in stress-exposed animals                       | None                   | Pearson correlation                                | n = 16                          | n/a                     | r = -0.468                                    | 0.068      | Some animals are missing from this analysis due to experimental error of not weighing on the day of stress.                                                                            |
|        |       | Correlation of % weight change vs. composite avoidance behavior score in stress-exposed animals                          | None                   | Pearson correlation                                | n = 16                          | n/a                     | r = -0.3477                                   | 0.187      | Some animals are missing from this analysis due to experimental error of not weighing on the day of stress.                                                                            |
|        |       | Correlation of % weight change vs. composite startle behavior score in stress-exposed animals                            | None                   | Pearson correlation                                | n = 16                          | n/a                     | r = -0.605                                    | 0.013      | Some animals are missing from this analysis due to experimental error of not weighing on the day of stress.                                                                            |
|        | B     | Correlation of corticosterone at 30' into stress vs. composite anxiety-like behavior score in stress-exposed animals     | None                   | Pearson correlation                                | n = 18                          | n/a                     | r = 0.2443                                    | 0.3287     | 2 serum samples were not run due to limited assay reagent                                                                                                                              |
|        |       | Correlation of corticosterone at 30' into stress vs. composite avoidance behavior score in stress-exposed animals        | None                   | Pearson correlation                                | n = 18                          | n/a                     | r = 0.2263                                    | 0.3665     | 2 serum samples were not run due to limited assay reagent                                                                                                                              |
|        |       | Correlation of corticosterone at 30' into stress vs. composite startle behavior score in stress-exposed animals          | None                   | Pearson correlation                                | n = 18                          | n/a                     | r = 0.1332                                    | 0.5982     | 2 serum samples were not run due to limited assay reagent                                                                                                                              |
|        | C     | Correlation of corticosterone at 3 hours into stress vs. composite anxiety-like behavior score in stress-exposed animals | None                   | Pearson correlation                                | n = 18                          | n/a                     | 0.5512                                        | 0.0177     | 2 serum samples were not run due to limited assay reagent                                                                                                                              |
|        |       | Correlation of corticosterone at 3 hours into stress vs. composite avoidance behavior score in stress-exposed animals    | None                   | Pearson correlation                                | n = 18                          | n/a                     | 0.5039                                        | 0.033      | 2 serum samples were not run due to limited assay reagent                                                                                                                              |
|        |       | Correlation of corticosterone at 3 hours into stress vs. composite startle behavior score in stress-exposed animals      | None                   | Pearson correlation                                | n = 18                          | n/a                     | 0.3275                                        | 0.1846     | 2 serum samples were not run due to limited assay reagent                                                                                                                              |
| S6     | A     | Correlation of Cartpt vs. composite anxiety-like behavior score in stress-exposed animals                                | None                   | Pearson correlation                                | n = 11                          | n/a                     | r = 0.8089                                    | 0.0026     |                                                                                                                                                                                        |
|        | B     | Correlation of Cartpt vs. composite avoidance behavior score in stress-exposed animals                                   | None                   | Pearson correlation                                | n = 11                          | n/a                     | r = 0.7993                                    | 0.0032     |                                                                                                                                                                                        |
|        | C     | Correlation of Cartpt vs. composite startle behavior score in stress-exposed animals                                     | None                   | Pearson correlation                                | n = 11                          | n/a                     | r = 0.3941                                    | 0.2304     |                                                                                                                                                                                        |

# Supplementary material for: Transcriptomic profiles of susceptibility and resilience to stress in the amygdala and hippocampus of male rats
**Source:** Neurobiol Stress. 2025 Aug 26;38:100754. doi: 10.1016/j.ynstr.2025.100754
**Supplement:** S3 Supplemental Figures

**Supplementary Materials**

**Transcriptomic profiles of susceptibility and resilience to stress in the amygdala and hippocampus of male rats**

Kimberly L. P. Long^1,^*^,Ѱ^, Sandra E. Muroy^2,^*, Siamak K. Sorooshyari^2,#^, Mee Jung Ko^1^, Yanabah Jaques^1^, Kishant Mohan^3^, Peter Sudmant^2^, Daniela Kaufer^1,2,†^

*These authors contributed equally to this work.

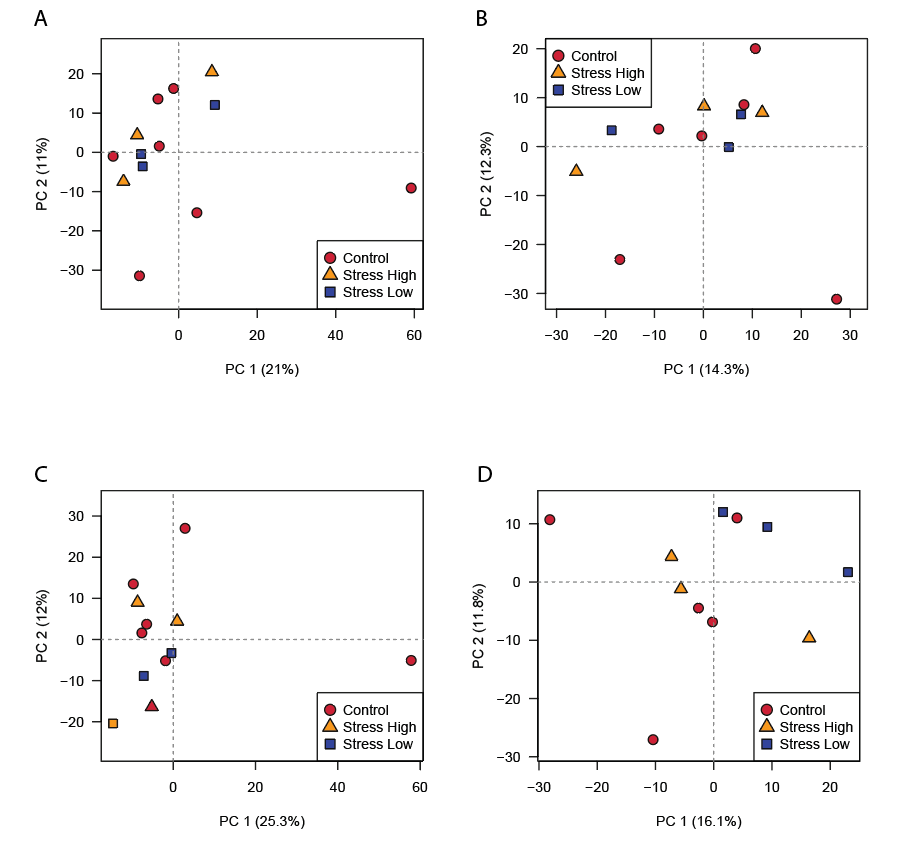

**Supplemental Figure 1:** PCA of normalized gene expression values from basolateral amygdala (BLA) and hippocampal dentate gyrus (DG) samples. A. BLA with all samples included. B. BLA with outlier control sample removed. C. DG with all samples. D. DG with outlier control sample removed.

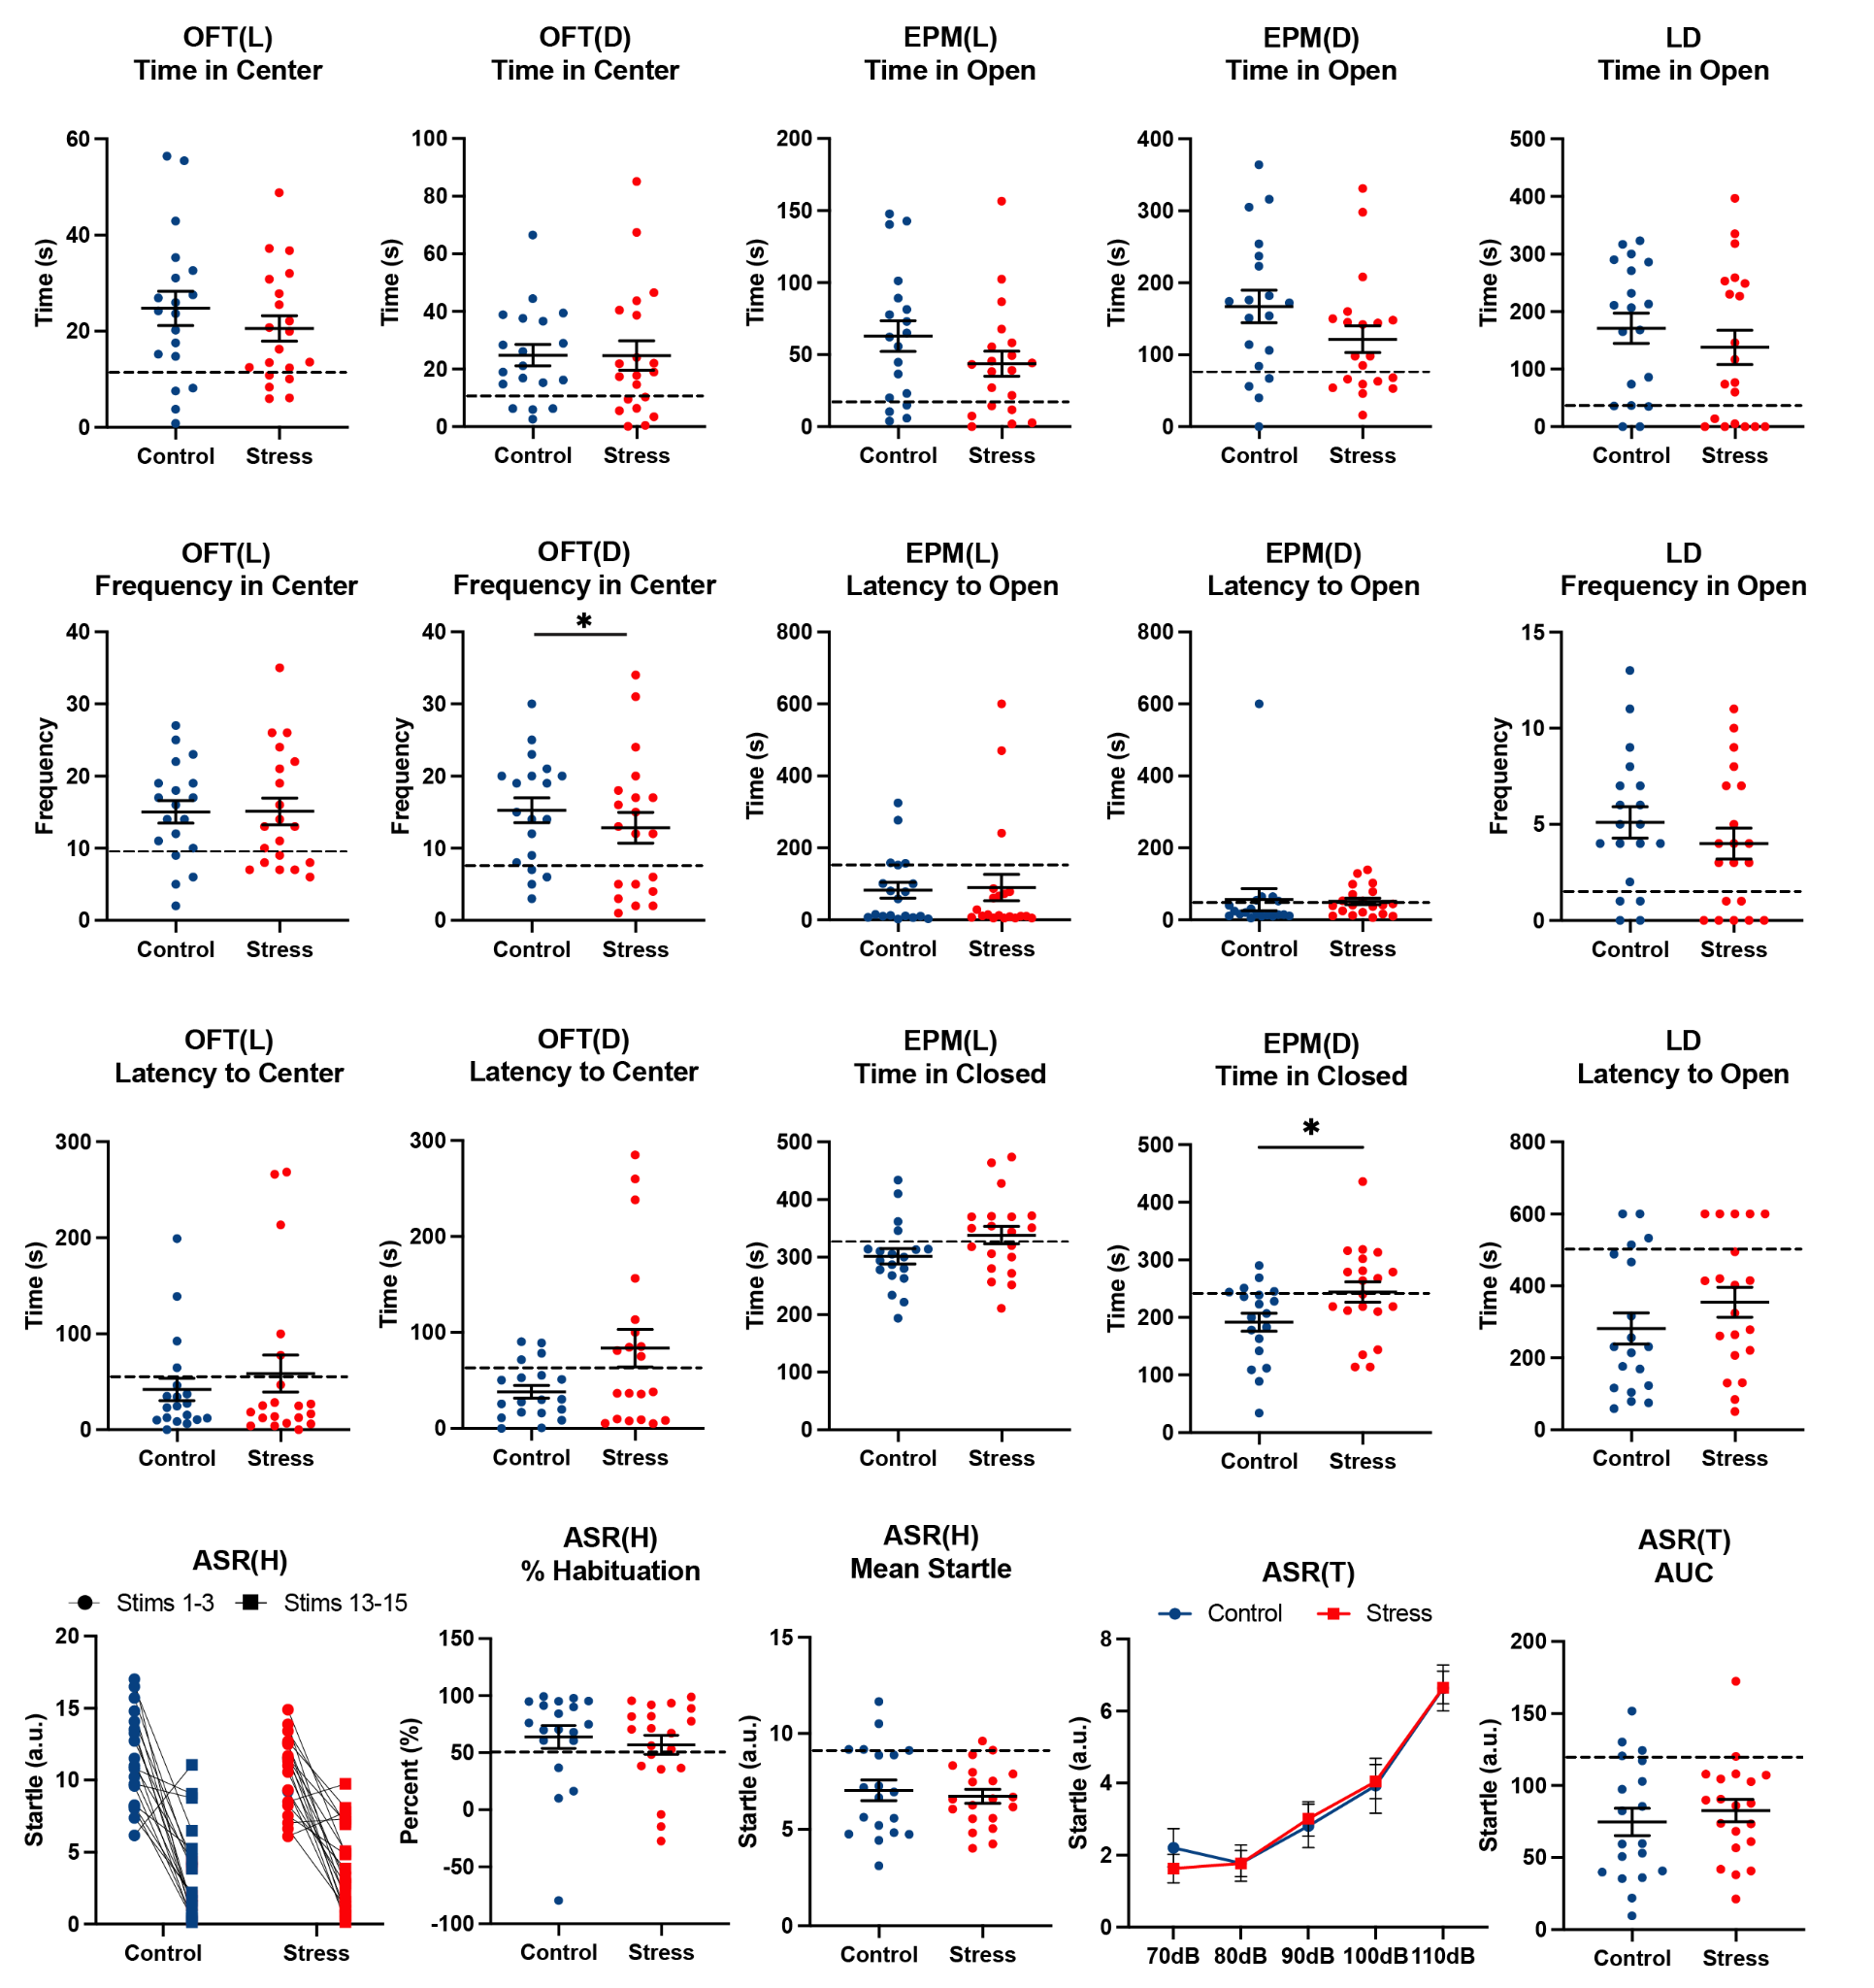

**Supplemental Figure 2:** All behavior data. Dotted line marks the 20^th^ percentile of the control distribution. OFT(L), open field test under bright lights; OFT(D), open field test under dim lights; EPM(L), elevated plus maze under bright lights; EPM(D), elevated plus maze under dim red lights; LD, light-dark box; ASR(H) 1-3, acoustic startle response test habituation phase, mean startle to stimuli 1-3; ASR(H) 13-15, ASR(H) mean startle to stimuli 13-15; ASR % Habituation, ASR(H) percent habituation; ASR(H), Mean all, mean startle response to all 15 stimuli; ASR(T) AUC, area under the curve from the ASR threshold phase. Statistics: OFT(D) Frequency in center: Poisson generalized linear model, coefficient 0.172 +/- 0.086, p = 0.045; EPM(D) Time in closed arm: t(37) = 2.204, p = 0.034. *p < 0.05.

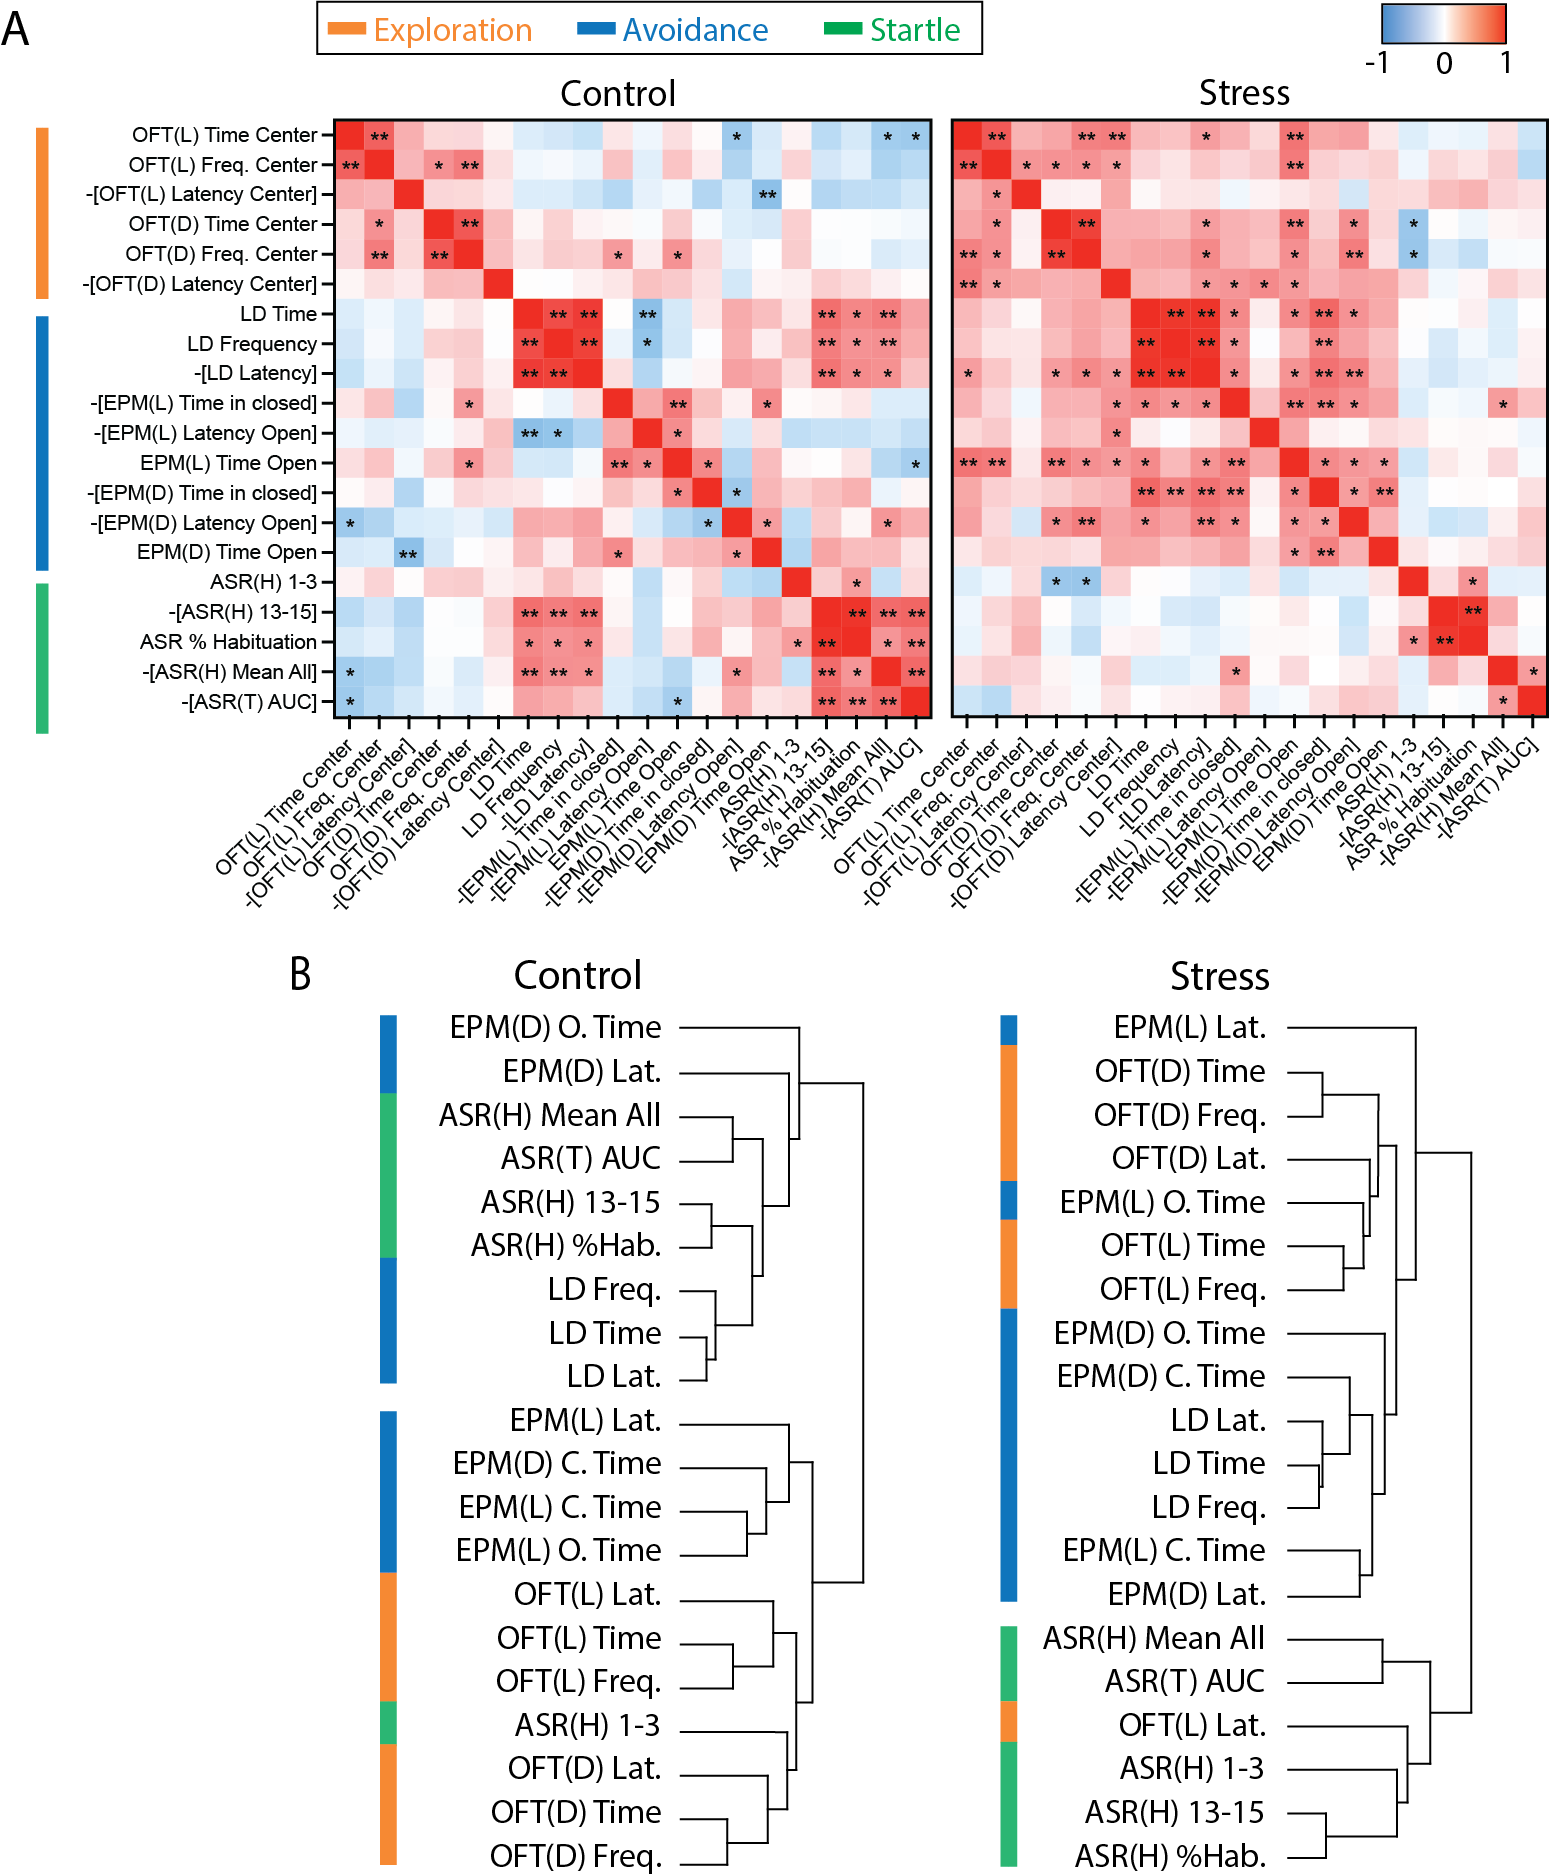

**Supplemental Figure 3:** Behavioral correlations and clustering. A. Heatmaps of correlations between behavioral metrics in control (left) and stress-exposed (right) rats. Pearson r values range from blue (-1) to red (+1), and asterisks within squares mark significant correlations. Colored bars classify individual behaviors according to their hypothesized representation in the literature (for example, elevated plus maze is typically used to measure anxiety-like avoidance behavior in rodents). For clarity of presentation, behavioral metrics with opposite valence (for example, time spent in the closed arm of the elevated plus maze) from those of standard metrics (for example, time spent in the open arms of the elevated plus maze) were multiplied by -1. B. Hierarchical clustering of behavioral metrics in control (left) and stress-exposed (right) rats. OFT(L), open field test under bright lights; OFT(D), open field test under dim lights; EPM(L), elevated plus maze under bright lights; EPM(D), elevated plus maze under dim red lights; LD, light-dark box; ASR(H) 1-3, acoustic startle response test habituation phase, mean startle to stimuli 1-3; ASR(H) 13-15, ASR(H) mean startle to stimuli 13-15; ASR % Habituation, ASR(H) percent habituation; ASR(H), Mean all, mean startle response to all 15 stimuli; ASR(T) AUC, area under the curve from the ASR threshold phase. *p < 0.05, **p < 0.01

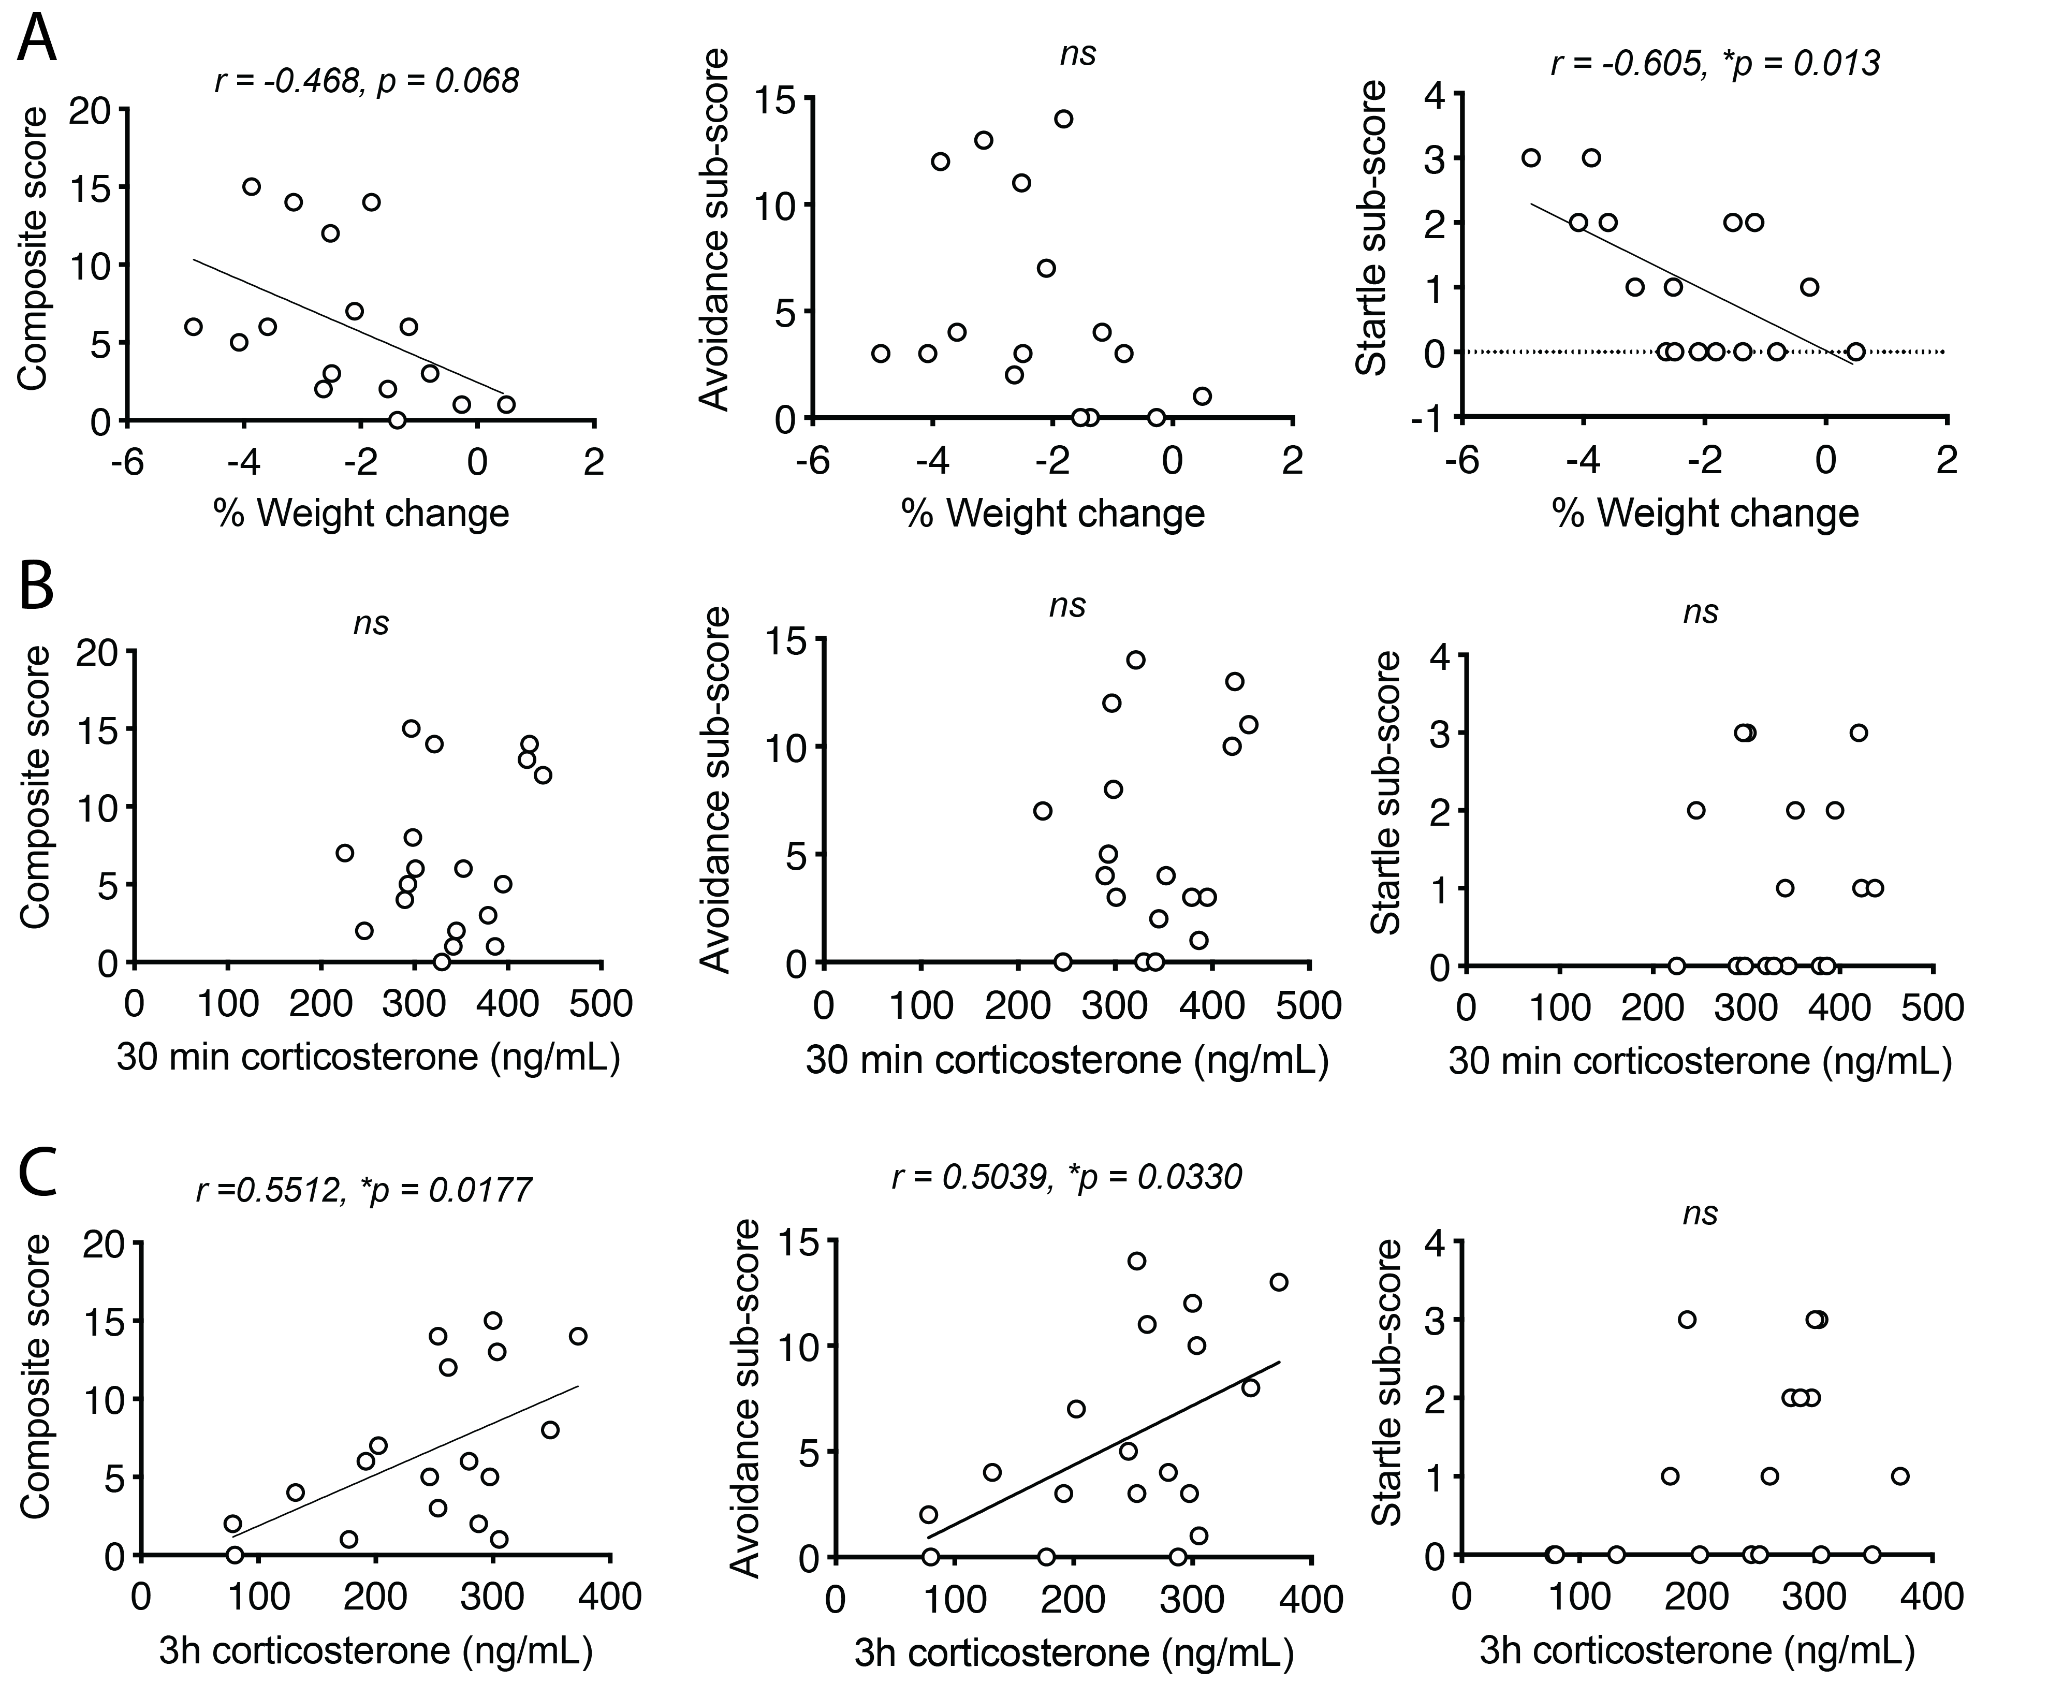

**Supplemental Figure 4:** Correlations between corticosterone, weight loss, and behavior after stress. A. Correlations between percent weight change from day of stress to day after stress and composite behavior scores (left, overall score: r = -0.468, p = 0.068; middle, avoidance sub-score: r = -0.3477, p = 0.187; right, startle sub-score: r = -0.605, p = 0.013). B. Correlations between serum corticosterone at 30 minutes and composite behavior scores (left, overall score: r = 0.2443, p = 0.3287; middle, avoidance sub-score: r = 0.2263, p = 0.3665; right, startle sub-score: r = 0.1332, p = 0.5982). C. Correlations between serum corticosterone at 3 hours and composite behavior scores (left, overall score: r = 0.5512, p = 0.0177; middle, avoidance sub-score: r = 0.5039, p = 0.033; right, startle sub-score: r = 0.3275, p = 0.1846). *p < 0.05

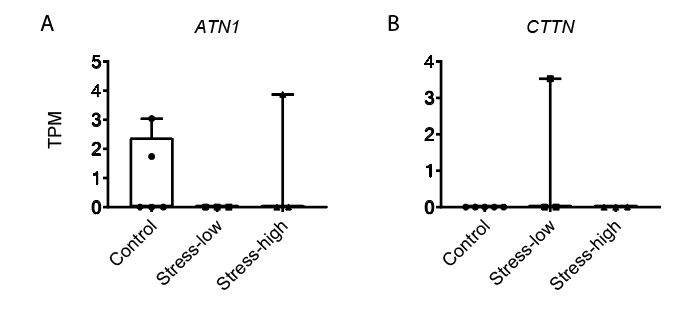

**Supplemental Figure 5:** *ATN1* and *CTTN* gene expression differences between control, stress-low, and stress-high groups. A. *ATN1* gene expression (in transcripts per million [TPM]) for the 3 groups. B. *CTTN* gene expression (in TPM) for the 3 groups. Note that in both cases, outlier values drive group differences.

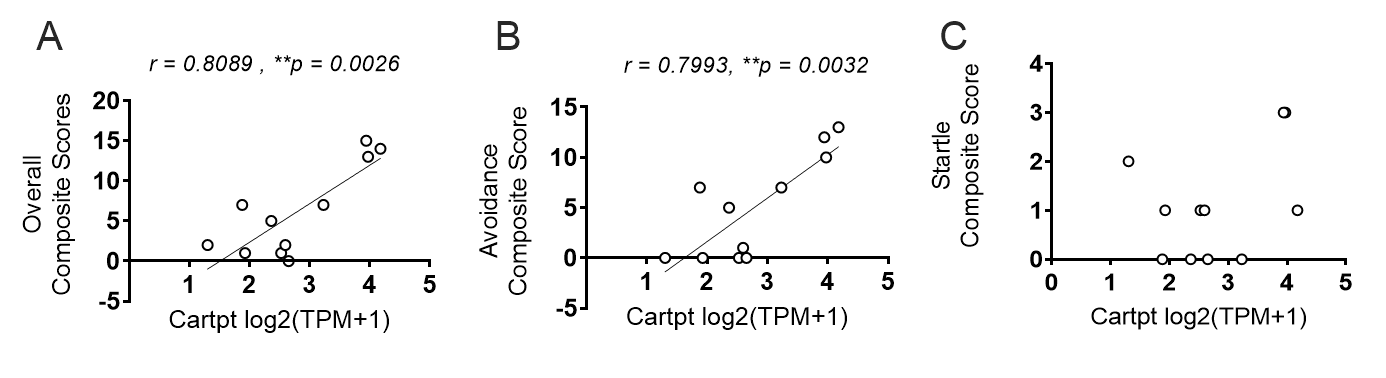

**Supplemental Figure 6:** *Cartpt* gene expression correlations to overall, avoidance, and startle composite scores. A. Pearson correlation of *Cartpt* gene expression to overall composite scores (r = 0.8089, p = 0.0026). B. Correlation of *Cartpt* gene expression to avoidance composite sub-scores (r = 0.7993, p = 0.0032). C. Correlation of *Cartpt* gene expression to startle composite sub-scores (r = 0.3941, p = 0.2304).

**Supplemental file S1** “Statistics”

**Supplemental file S2** “Supplementary data for gene comparisons”

How the deposited data were processed for this re-analysis (not part of the article)

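Bulk poly-A RNA of the left BLA and the left DG was measured in 25 libraries, 13 from the BLA (7 control, 3 stress-low and 3 stress-high animals) and 12 from the DG (6, 3 and 3). Groups, regions and animal numbers were taken from the sample labels. For the BLA library of animal 35 the library name and the treatment field disagreed. It was taken as control, as the library name, the group sizes of Fig. S1 and the DG library of this animal have it. In the DG the stress-low group held animal 33 where the BLA held animal 30.

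The authors aligned reads with STAR 2.6.0a to Rn5 with the Ensembl build 75 annotation and quantified genes with RSEM 1.3.1. For each region the authors deposited 1 long table with an expected count, a TPM value, a length and an effective length for each of 26312 gene identifiers in each library, with no filter on low values. The expected count is RSEM's estimate of the reads of a gene and need not be whole. The deposited TPM is the share of a gene among the transcripts of a library, scaled to a fixed sum. The deposited length and effective length are in bases. Total expected counts were 12709493 to 22801247 in the BLA (median 16509609) and 11656439 to 19477932 in the DG (median 16074361), at which the median standard error of a log2 fold change between the stress groups was 0.13 and 0.12. An expected count above 0 was seen in any library for 21845 genes in the BLA and 18984 in the DG.

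The paper left out 1 control library per region without giving its number in the text. It was identified, by a rule fixed in advance, as the control that was both farthest from the median on PC1 and gave the control TPM values of the paper's plots when dropped (animal 2 in the BLA, animal 35 in the DG). The numbers of genes, 12 of the named genes, the PCA separation, the myelin list, the Cartpt difference between control score labels and the distance to controls were also computed with every mapped library.

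Expected counts were rounded and tested with edgeR 4.0.16 (TMM, filterByExpr with a minimum count of 10, quasi-likelihood fits of 3 group means per region, 15230 BLA genes and 14080 DG genes). The p-values were adjusted by Benjamini and Hochberg with a threshold of 0.05. Normalization factors lay between 0.977 and 1.04 in the BLA and between 0.971 and 1.01 in the DG, and the prior degrees of freedom were 5.22 and 5.64. The region difference was tested in 1 fit with 6 region and group means. Differences in TPM were tested by exact two-sided permutation over the libraries of the 2 groups, where the smallest p was 0.1 for 3 against 3 libraries, 0.0179 for 5 against 3 and 0.0119 for 6 against 3. PCA and the pseudo-F test of group separation (100000 permutations) used log2(TPM + 1) of genes with a mean TPM of at least 1. Gene lists were tested with camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, in limma 3.58.1. Groups with at most 3 counts in each library were treated as at a floor.

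Genes named in the text were every gene that the paper names for its own data in the sentence concerned, and up to 3 genes per comparison with the smallest adjusted p among those under 0.05. Some genes are not reported here. As no gene was under 0.05, any other gene is named because of its values, and this is said where it occurs.

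Alternatives were DESeq2 1.42.0, RLE size factors, no low-count filter, only the 2 groups compared, all mapped libraries, a block for the replicate number, animal number above 20 as a covariate, limma on log2(TPM + 1) and log2(TPM + 0.1) of genes with a mean TPM of at least 0.5 and on all genes, an own implementation of the EBSeq model, and leaving out each library of the groups compared in turn (stress-exposed libraries for comparisons between regions). EBSeq itself was not installed, and the own implementation (negative binomial with a beta prior, median normalization, posterior probability of at least 0.95) may differ from the package in its details. Its values for single genes are 1 minus this probability and are not adjusted p-values. One alternative, summing all gene models of 1 name, was chosen after seeing the data. The DG distance to controls was also added later.

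The tests were tried on counts simulated from these libraries with 200 changed genes. The counts were drawn independently for each gene with the spread estimated by edgeR, so correlated genes and changes under 0.5 were not covered. Of genes changed by 1 on the log2 scale, edgeR recovered 73% (BLA) and 81% (DG), DESeq2 78% and 82%, limma 75% and 77% and the own EBSeq model 67% and 74%. Unchanged genes made up 3.43% and 5.92% of the calls of edgeR, 15.2% and 11.3% of those of DESeq2, 2.88% and 5.70% of those of limma and 23.5% and 22.6% of those of the own EBSeq model. For changes of 0.5 edgeR recovered 44% and 56%, and for changes of 2 it recovered 92% and 100%. The test of the region difference recovered 72% of genes changed by 1 in the DG alone and 89% of those changed by 2, with 4.73% of calls unchanged. Camera gave p under 0.05 for 2% and 4% of lists of unchanged genes and 4.3e-27 and 8.9e-24 for a list raised by 0.5. The permutation p of the pseudo-F was 0.106 and 0.563 with unchanged groups and 0.00750 and 0.00350 with 1000 genes raised by 1.

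Explanations were tested with 11 marker lists written beforehand, for myelin, choroid plexus, dentate granule cells, CA pyramidal cells, hilar mossy cells, GABA interneurons, striatum or central amygdala, basolateral amygdala, erythrocytes, the circadian clock and immediate early genes. R 4.3.3, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. Gene set enrichment against Gene Ontology and the composite scores of single animals were not analysed here.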

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

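The gene length, marker list, animal order and library size tests of this part were chosen before their results were seen, and leaving single stress-exposed libraries out of the region test of single genes, fitting it with the correlation of libraries of 1 animal and predicting Cartpt from library size were chosen after.

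The BLA control library of animal 2 lay far from the other controls on PC1 (46.4, next highest control 2.38, mean of the others -5.06 ± 7.41). Of 19 groups of control values checked for a single distant library, this one and the DG one below passed the limit, where chance gives about 1 in 20. Its difference from the other controls had a Spearman rho of 0.03 (0.0326) with gene length, inside the range of the other controls (-0.254 to 0.194), which argues against RNA degradation. Its 10 most abundant genes held 7.51% of counts, the lowest share in the BLA. Markers of the striatum or central amygdala were higher by a median of 1.73 (8 of 9 genes, 6 outside the range of the others), with Ppp1r1b at 231 TPM against 65.1. Myelin markers were higher by 0.19 (15 of 18). BLA markers (-0.0580) and erythrocyte markers (-0.14) were not raised. Choroid plexus markers were higher by a median of 0.63 (5 of 6 genes, 3 outside the range of the others), at low levels (Kcne2 2.85 against 2.51 TPM), which leaves that source open. All genes of these lists that were tested are also expressed by the other BLA libraries. The library may therefore hold tissue from next to the BLA, and a biological difference of this animal remains untested.

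The same library, which the paper did not analyse, had higher immediate early genes (median 0.69, 12 of 12 genes, 9 outside the range of the other controls, Egr1 76.2 against 49.7 TPM). With tissue of another composition (1.73 for the striatal or central amygdala list) in the same library, the 2 may be linked, and activity of the animal before sampling stays open as untested.

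The DG control library of animal 35 scored 56.0 on PC1 (55.95; next 2.28, mean of the others -4.47 ± 4.64). Its difference from the other controls fell with gene length (rho -0.335, others -0.170 to 0.107), so that shorter genes were relatively higher, which may reflect RNA integrity. Erythrocyte markers were higher by 0.76 in 5 of 5 genes (Hba1 576 against 367 TPM), a signal in data the paper set aside, and blood in the sample may have contributed. CA pyramidal markers (-0.21) and myelin markers (0.12, inside the range of the others) argue against those tissues as the source. Striatal or central amygdala markers (0.30) and the single choroid plexus gene tested (-1.48, Kcne2 1.26 against 6.27 TPM) do not decide. Dentate granule cell markers had a median of -0.71, with 4 of 6 genes lower and 2 higher, and the most abundant of them, C1ql2, was at 352 against 362 TPM. No biological explanation was tested for this library.

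The change of Cartpt from stress-low to stress-high animals differed between the regions by 3.19 (SE 0.74, adjusted p = 0.00310 over 12 named genes and 1.00 over all genes), 2.83 to 3.83 without single stress-exposed libraries, and by 3.34 (adjusted p = 5.9e-04 over the 12 and 0.763 over all genes) with the correlation of libraries of 1 animal in a voom fit. In the DG, all stress-high animals have numbers up to 20 and all stress-low animals numbers above 20. Controls numbered up to 20 were at 5.76 ± 2.28 TPM (n = 3) and those above 20 at 3.86 ± 1.67 TPM (n = 2, exact p = 0.6, smallest 0.1). Against the controls numbered up to 20, stress-high animals were still higher by 1.44 (SE 0.35, unadjusted p = 0.00123, adjusted p = 1, exact p = 0.1), which argues against animal order as the whole cause. Median changes were small in the lists for hilar mossy cells (-0.0715, 0 of 6 genes higher, fry 0.404), GABA interneurons (0.0108, 5 of 10, 0.842), CA pyramidal cells (-0.0373, 3 of 7, 0.887) and dentate granule cells (0.0822, 5 of 6, 0.602). None came near the 2.25 of Cartpt, which argues against a change of that size in the share of these whole cell types. A change in a smaller subset of cells was not tested and would hardly move these lists. The highest single gene of these lists was Dsp (0.83, SE 0.50). Within groups Cartpt correlated with the 4 lists, in the same order, at r = -0.402, 0.125, 0.365 and -0.634. Across 11 libraries Cartpt correlated with these lists at r = -0.431, 0.117, 0.111 and -0.157 (rho -0.345, 0.218, 0.191 and -0.336, permutation p 0.188, 0.732, 0.743 and 0.640, all 0.743 after adjustment over the 4 relations, r without the 2 farthest libraries 0.271, 0.255, 0.361 and -0.417). Library size was higher in stress-high animals and its within-group correlation with Cartpt was -0.0894 (permutation p = 0.837), with a pooled r of 0.543 (p = 0.0845, rho 0.5). The within-group slope predicted a change in log2(TPM + 1) of -0.09 (SE 0.38) between the stress groups and -0.05 (SE 0.20) from control to stress-high animals, against 2.07 and 1.51 observed. The 2 controls at least as large as the smallest stress-high library had at most 5.04 TPM, against 14.35 TPM or more in stress-high animals. These values argue against library size as the source. A biological difference is a hypothesis that stays open.

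CTTN also differed between the regions (adjusted p = 0.0101 over the 12, 0.00168 unadjusted). All of its DG signal came from stress-low animal 33, without which the unadjusted value was 1.00. With the correlation of libraries of 1 animal in the fit the adjusted value over the 12 was 0.112. The name has a second gene model. Whether reads divided between copies of a gene underlie it was not tested in the DG. In the BLA the CTTN models had a within-group r of -0.209, which does not decide. Listed gene models that are off in some libraries were negatively related to the other model of their name (median within-group r -0.602 over 15 names), but CTTN was not among them.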

How the results depend on the processing

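Summing gene models of 1 name and the DG distance to controls were chosen after seeing the data, as were the splits for numbers of genes. Of 614 alternative values of 37 results, 554 kept the direction and the side of the threshold (or stayed within the spread), and 12 results did so under every alternative run. Among alternatives written into the design 266 values were the same, 19 moved, 9 became stronger and 6 weaker. With 1 library left out 264 were the same, 8 moved, 5 reversed, 6 became stronger and 3 weaker. With summed gene models 24 were the same and 4 reversed.

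No gene was under the adjusted threshold in the 6 comparisons (302, 419 and 392 BLA genes and 440, 972 and 309 DG genes at an unadjusted p under 0.05). Numbers of genes are given below for stress-low against stress-high, control against stress-low and control against stress-high. With DESeq2 they were 0, 2 and 2 in the BLA and 3, 2 and 1 in the DG. With the own EBSeq model they were 6, 3 and 4, and 16, 6 and 4. With limma on log2(TPM + 0.1) they were 1, 2 and 0 in the BLA, with limma on all genes 1, 0 and 1, and with only the 2 groups compared 0, 0 and 1. Leaving out single libraries gave 0 to 1, 0 to 0 and 0 to 1 in the BLA, with the 1 gene in each case without stress-high animal 20 (RGD1565183, adjusted p 0.0251 and 0.00113), and 0 throughout in the DG. DESeq2 called CTTN and ENSRNOG00000047225, then RGD1565183 and ENSRNOG00000047225, in the BLA, and among others Tbx19 and Cartpt, then Tcp11l1, then Cartpt in the DG. Limma called ENSRNOG00000040595, ENSRNOG00000041525 and ENSRNOG00000049643, and with only the 2 groups Smg6 was called. These genes are named because their values were seen. On simulated counts 15.2% and 11.3% of the calls of DESeq2 and 23.5% and 22.6% of those of the own EBSeq model were false, against 3.43% and 5.92% for edgeR, and otherwise the cause was not tested. At an unadjusted p under 0.05 the ranges over all alternatives were 235 to 603, 360 to 667 and 291 to 636 genes in the BLA and 251 to 787, 581 to 1587 and 242 to 542 in the DG.

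Among named genes, the own EBSeq model took Rarres2 (-0.67), Cartpt (2.28 between stress groups and 1.64 against controls), Rnf112 (-0.15) and UBALD1 (-7.95 TPM) past the threshold, and DESeq2 took Tbx19 (1.29) and Cartpt (2.26 and 1.645) past it. The cause was not tested. Summing gene models turned the direction of UBALD1 (-0.10 and 0.0449) and CTTN (0.00527 and -0.0129), by construction because the second model is far more abundant. Left-out libraries took ATN1 from 0 (without stress-high animal 20) to 1.94 TPM between the stress groups, and CTTN from -1.77 to 0 TPM between the stress groups and from 0 to 1.77 TPM against controls (0 without stress-low animal 33), since 1 library carried the signal. The Cartpt difference between control score labels ran from -0.44 to 0.23 (without control animal 32). Other named genes kept their direction without single libraries, at 0.55 to 0.70 for Inhbb, 0.13 to 0.21 for Rab31, -0.75 to -0.60 for Rarres2, 0.11 to 0.15 for Zfp106, 0.29 to 0.40 for Ncoa3, 0.11 to 0.17 for Sst, 0.10 to 0.13 and -0.16 to -0.13 for Rnf112, 0.96 to 1.51 and -1.28 to -0.73 for Tbx19, and 1.89 to 2.89 and 1.48 to 1.89 for Cartpt. UBALD1 ran from 6.65 to 15.8 and from -9.93 to -6.74 TPM, and ATN1 against controls from -1.195 (without control animal 2) to -0.435 TPM (without control animal 17).

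The myelin list moved past the threshold in both directions. With fry the BLA control comparisons gave 0.157 and 0.337, and with an estimated correlation 0.131 and 0.278. In the DG control against stress-low they gave 0.297 and 0.361, and all mapped libraries gave 0.0225 for stress-low against stress-high. Fry and the estimated correlation allow for correlation between the genes of the list. Leaving out single libraries gave BLA p-values from 8.5e-04 (without stress-low animal 34) to 0.800 (without stress-high animal 20) between the stress groups, with 0.0512 in the opposite direction without stress-low animal 30 and 0.00243 and 0.00280 without stress-high animal 19 and stress-low animal 22, from 9.4e-10 to 0.257 (without stress-low animal 30) for control against stress-low and from 8.5e-05 to 0.141 (without stress-high animal 19) for control against stress-high. DG values ran from 4.6e-04 (without stress-high animal 7) to 0.746 (opposite direction, without stress-high animal 20), from 2.5e-04 to 0.164 (without control animal 28) and from 3.7e-04 (without stress-high animal 20) to 0.516 (opposite direction, without control animal 28), with 0.0126 without control animal 17 and 0.292, in the opposite direction, without stress-high animal 7. The cause was not tested.

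The correlation of fold changes between regions (0.0880) was 0.137 with a mean TPM of at least 5 and 0.164 with differences of mean log2(TPM + 1), and 0.0279 (without BLA stress-low animal 22) to 0.111 with single stress-exposed libraries left out, among them 0.0516 without BLA stress-high animal 20 and 0.0492 without DG stress-high animal 19. The cause was not tested. Group separation stayed at a pseudo-F of 0.778 to 0.925 in the BLA (permutation p 0.819 to 0.996) and 0.884 to 1.07 in the DG (0.228 to 0.716). Over the paper's list, chosen for differing between these groups, stress-high animals stayed nearer to controls than stress-low animals, by -4.41 to -2.40. Over all genes the difference ran from -16.1 (without stress-high animal 7) to -0.10 (without stress-low animal 33). The exact p there was 0.3 or more, so the stress groups were not shown to differ in distance over all genes.

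Replicate numbers do not pair the libraries. Residuals of libraries with the same number had a mean correlation of 6.6e-04 over 13 pairs in the BLA and -0.0347 over 14 pairs in the DG. With the number as a block, 1 gene passed in the test of the region difference, against 0 without the block (309 at an unadjusted p under 0.05). Libraries of the same animal in both regions had a consensus correlation of 0.140 (9 animals).

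Other splits of the same libraries into groups of these sizes gave as many genes under the adjusted threshold (0) in 10 of 10, 84 of 84 and 84 of 84 splits in the BLA, in 10 of 10, 56 of 56 and 56 of 56 in the DG, and in 60 of 60 for the region difference, which a count of 0 gives by construction and which therefore decides nothing. As many genes at an unadjusted p under 0.05 came from 8 of 10, 74 of 84 and 78 of 84 BLA splits, 5 of 10, 14 of 56 and 55 of 56 DG splits and 55 of 60 for the region difference. A myelin p as small came from 8 of 10, 12 of 84 and 18 of 84 BLA splits and 7 of 10, 19 of 56 and 37 of 56 DG splits, and a correlation between regions as high from 2 of 10. With 10 splits the share cannot fall under 0.1.

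With 3 stress-low and 3 stress-high libraries the exact tests could not give less than 0.1, so the exact values between the stress groups say nothing about stability. The simulated data show that edgeR made calls at this size for changes of 0.5 or more in independent genes.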

Differences from the paper's values

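Of the settings compared with the paper here, summing the gene models of 1 name was chosen after seeing the data. The paper reports 24 differentially expressed genes between BLA stress-low and stress-high animals, about 14 for control against stress-low and about 16 for control against stress-high (Fig. 2B, read by eye), and 40, 25 and 5 for the same comparisons in the DG. In the edgeR fits each number was 0 (302, 419, 392, 440, 972 and 309 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the own EBSeq model reached 4 for DG control against stress-high, against the paper's 5. No other alternative came within a factor of 1.5 of the paper's number in any comparison, and the own EBSeq model gave 6, 3 and 4 in the BLA and 16 and 6 in the other DG comparisons.

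Some settings called genes of the paper's lists. The own EBSeq model called Katnal1, Trhr2, Rarres2, LNPEP and Rnf11l between BLA stress groups, Pcp4, Acat2, Rnf11l and Smg6 for BLA control against stress-high, Ywhaq, Mfge8, Cartpt, Rtn3, Sept5, RGD1563072 and TSEN34 between DG stress groups, Rnf112, Mras and UBALD1 for DG control against stress-low, and Prdm8, Cartpt and RT1-A3 for DG control against stress-high. DESeq2 called CTTN (BLA control against stress-low), RGD1565183 (BLA control against stress-high), Tbx19 and Cartpt (DG stress groups), Tcp11l1 (DG control against stress-low) and Cartpt (DG control against stress-high). With only the 2 groups compared Smg6 was called (BLA control against stress-high), and without stress-high animal 20 RGD1565183 was.

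The paper draws Mrpl1 and Cyp11b3 as lower in both BLA stress groups than in controls and Atrip as lower in stress-low animals. Here Mrpl1 was higher (0.64 and 0.74, adjusted p 1.00 in each), the tested Cyp11b3 identifier was 0.17 and 0.16 (SE 0.60 in each) and Atrip 0.04 (SE 0.09). With both Cyp11b3 gene models summed the values were -0.20 and -0.22, the direction the paper draws.

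The paper ranks the comparison between the stress groups first by number of genes in both regions. At an unadjusted p under 0.05, another threshold than the paper's, it ranked last in the BLA (302 against 419 and 392) and second in the DG (440 against 972 and 309). The comparisons with controls had more libraries (6 controls in the BLA and 5 in the DG, against 3 per stress group), which favours them. As many BLA genes came from 8 of 10, 74 of 84 and 78 of 84 splits, so the BLA order decides nothing about the paper's ranking. The own EBSeq model ranked it first in both (6 and 16).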

Other observations

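The comparisons of listed with other gene models, of summed models and of models within groups, and the split counts for clock and ribosomal protein genes, were chosen after the results were seen.

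Names in the paper's lists often had a second gene model. In the BLA this held for 22 of 40 listed identifiers (55%) against 621 of 14105 others (4.40%, Fisher p = 1.1e-19), and in the DG for 12 of 63 (19.0%) against 570 of 13431 (4.24%, p = 1.3e-05). For the 15 names whose listed model was off in some libraries, the median within-group correlation with the other models was -0.602 (13 below 0, shuffled medians -0.479 to 0.456, 1-sided permutation p = 0.0002, the smallest that 5000 shuffles can give). For 10 names above 3 counts everywhere it was -0.195 (permutation p = 0.107), which does not decide. UBALD1 (0.555) and ATN1 (0.00626) were among the names without a negative relation. This correlation was first computed on raw counts and then on counts normalized for library size, which are given here. Reads divided between copies of a gene may explain part of the list. Summing the models kept under 50% of the fold change in 34 of 46 cases (73.9%, same direction in 28), which cannot separate this from a change of the smaller model alone.

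If a variant of single animals against the reference switched these models on and off, the same animals would show it in both regions. Over 18 identifiers and 9 animals the mean correlation between regions was -0.113 (permutation p = 0.920), which argues against it.

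Animal order (numbers up to 20 against above 20) runs with the stress groups. Fold changes between the stress groups correlated with those between early and late controls at r = -0.0368 in the BLA (as high in 13 of 15 splits) and -0.00675 in the DG (5 of 10). With 2 to 4 controls per side these values do not exclude an effect of order on the fold changes as a whole. For Cartpt, the difference of 1.44 between early controls and stress-high animals argues against order as the whole cause.

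Nr1d1 was 0.23 higher in stress-high than in stress-low DG libraries (exact p = 0.1), and collection at another time of day was tested with the other clock genes. Of 12, 9 moved in the phase direction (median 0.05, fry 0.199, as small in 2 of 10 splits), against 5 of 12 (0.489) for control against stress-low and 8 of 12 (0.333) for control against stress-high. Time of day cannot be told apart from group here because collection times were not analysed.

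Ribosomal protein genes were lower in stress-low than in control DG libraries (89 of 101 genes, median -0.10, camera 2.3e-12, fry 0.0441, 23 genes at an unadjusted p under 0.05), and 4 of 56 splits gave a p as small, so grouping by chance stays open. After removing the trend with gene length the median was -0.0416, at percentile 1.69 of 10000 lists matched for length. Within groups these genes correlated with total count at -0.398 (8 libraries), which predicted 0.03 (SE 0.03) for the smaller stress-low libraries against an observed mean of -0.09. Length and library size are therefore unlikely to be the whole cause. Between the stress groups camera gave 3.4e-07 (2 of 10 splits as small) and for control against stress-high 0.00161 (25 of 56).

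Lists not discussed above showed, in the left-out BLA library, medians of 0.32 for CA pyramidal (Wfs1 349 against 165 TPM), 0.71 for hilar mossy (Calb2 76.7 against 117 TPM), -0.07 for GABA interneuron, -0.02 for dentate granule and 0.18 for circadian clock genes, and in the left-out DG library 0.18 for GABA interneuron, 0.15 for basolateral amygdala, 0.04 for hilar mossy, -0.06 for circadian clock and 0.08 for immediate early genes.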
